# Loss of the cleaved-protamine 2 domain leads to incomplete histone-to-protamine exchange and infertility in mice

**DOI:** 10.1371/journal.pgen.1010272

**Published:** 2022-06-28

**Authors:** Lena Arévalo, Gina Esther Merges, Simon Schneider, Franka Enow Oben, Isabelle Sophie Neumann, Hubert Schorle

## Abstract

Protamines are unique sperm-specific proteins that package and protect paternal chromatin until fertilization. A subset of mammalian species expresses two protamines (PRM1 and PRM2), while in others PRM1 is sufficient for sperm chromatin packaging. Alterations of the species-specific ratio between PRM1 and PRM2 are associated with infertility. Unlike PRM1, PRM2 is generated as a precursor protein consisting of a highly conserved N-terminal domain, termed cleaved PRM2 (cP2), which is consecutively trimmed off during chromatin condensation. The carboxyterminal part, called mature PRM2 (mP2), interacts with DNA and together with PRM1, mediates chromatin-hypercondensation. The removal of the cP2 domain is believed to be imperative for proper chromatin condensation, yet, the role of cP2 is not yet understood. We generated mice lacking the cP2 domain while the mP2 is still expressed. We show that the cP2 domain is indispensable for complete sperm chromatin protamination and male mouse fertility. cP2 deficient sperm show incomplete protamine incorporation and a severely altered protamine ratio, retention of transition proteins and aberrant retention of the testis specific histone variant H2A.L.2. During epididymal transit, cP2 deficient sperm seem to undergo ROS mediated degradation leading to complete DNA fragmentation. The cP2 domain therefore seems to be a key aspect in the complex crosstalk between histones, transition proteins and protamines during sperm chromatin condensation. Overall, we present the first step towards understanding the role of the cP2 domain in paternal chromatin packaging and open up avenues for further research.

## Author summary

Protamines are small sperm-specific proteins crucial to packaging and protecting the paternal genome on its way to the fertilization site. Most mammalian species express only protamine 1. However, primates and rodents additionally express protamine 2. Protamine 2 differs mainly in its N-terminal domain (cP2), which is sequentially cleaved off during paternal chromatin packaging. Alteration in this process has been associated with infertility. However, the precise role of cP2 is still a mystery. We generated cP2 deficient mice and demonstrate, that loss of cP2 results in incomplete histone-to-protamine transition, resulting in sperm DNA degradation and infertility. Evidently, cP2 helps in orchestrating the fine-tuned dynamics of DNA-hypercondensation while protecting DNA integrity and aiding removal of DNA-bound transition proteins.

## Introduction

Chromatin structure and dynamics in the sperm nucleus are as unique as the sperm cell itself, and are of major importance to sperm function, fertilizing ability, and embryo survival. Paternal DNA is particularly vulnerable to damage, especially to oxidative stress during epididymal sperm maturation and migration, leading to a higher requirement for protection [1]. At the same time, the size and shape of the sperm cell nucleus needs to be optimized for efficient sperm movement through the female reproductive tract [2]. This is achieved by the complete reorganization of paternal chromatin from nucleo-histone to nucleo-protamine during the final steps of spermatogenesis [3,4].

Even though many studies have demonstrated that the correct execution of this transition is imperative for male fertility and embryo survival [5], surprisingly little is known about the process itself. Recent studies have only just started to unravel its molecular basis [6–8]. Barral et al. [8] were able to show that the testis specific histone variant H2A.L.2 together with TH2B and transition proteins (TNP1 and TNP2) mediates structural changes in chromatin allowing protamines to bind DNA. Protamines are small, arginine-rich proteins. Their high arginine content allows them to bind DNA with high affinity and to shield the charges of the DNA backbone more efficiently than histones [9,10]. Two types of protamines have been identified in mammals: protamine 1 (*PRM1*, PRM1) and protamine 2 (*PRM2*, PRM2). While PRM1 is a major sperm protamine found across mammals, PRM2 is only detected in the sperm of primates, most rodents, and a subset of other placental mammals [11,12]. The coding regions of *PRM1* and *PRM2* are tightly clustered and map to a small section of chromosome 16. It is highly likely that *PRM2* is the result of a *PRM1* duplication event [13,14].

Unlike PRM1, PRM2 is transcribed as a precursor. The N-terminal region of the translated PRM2, termed cleaved-PRM2 (cP2), is successively cleaved over several days while chromatin condensation is taking place. After this, only mature-PRM2 (mP2) remains bound to the completely condensed DNA [3,12,15,16]. Perturbations of PRM2 processing has been shown to lead to decreased DNA integrity and sperm dysfunction [17,18]. In previous comparative evolutionary studies, it was shown that the cP2 coding sequence is conserved in both primates and rodents. mP2, however, evolves under less selective constraint [14,19]. Changes in coding sequences of cP2 were associated with differences in sperm head size in mouse species. This association was specific to the cP2 domain and not found for mP2 [20]. A potential reason for this pattern is that changes in cP2 are selected against conserving a crucial function for reproduction, while mP2 is free to evolve under less constraint due to its proposed functional redundancy to PRM1 [14,19].

Proper PRM2 cleaving therefore seems to be crucial for successful reproduction, yet, the function of the cP2 domain and PRM2 processing are unknown to date. Establishment and analysis of PRM2 deficient mice revealed that Prm2^-/-^ males were infertile, while Prm2^+/-^ males remained fertile [6]. Of note, mice deficient for TNP1, TNP2 and H2A.L.2 show incomplete PRM2 processing (PRM2 precursor detected in mature sperm nuclei) [8,21–23].

Given that cP2 cleaving is taking place during DNA condensation in late spermiogenesis, the strong evolutionary conservation of this domain and the effect of incomplete PRM2 processing on sperm function and fertility, cP2 is likely to play an important role in the correct execution of chromatin condensation. We therefore studied the involvement of cP2 in chromatin condensation during spermiogenesis by generating and analyzing a mouse line bearing a deletion of cP2, while maintaining mP2 expression. We analyzed fertility, testis and sperm morphology, chromatin integrity and nuclear protein content of these mice and revealed that Prm2^+/Δc^ mice are already infertile and that cP2 seems necessary for complete protamination of sperm chromatin.

## Material and methods

### Ethics statement

All animal experiments were conducted according to German law of animal protection and in agreement with the approval of the local institutional animal care committees (Landesamt für Natur, Umwelt und Verbraucherschutz, North Rhine-Westphalia, Germany, AZ81-02.04.2018.A369).

### Animals

For the generation of mouse lines using CRISPR/Cas9 the F1 generation of mouse strains C57Bl/6 and DBA2 (B6D2F1) were used. Founder animals were backcrossed to C57Bl/6. Mice were maintained under standard laboratory conditions in environmentally controlled rooms (20–24°C) on a 12L:12D photoperiod with nesting material and ad libitum food and water.

### Gene-edited mouse lines

Guide RNA (gRNA) sequence pre-selection was performed using the algorithm published by [24]. Two gRNA sequences were selected based on quality scores in each case maximizing specificity and minimizing off-target action (score > 50) (S1 Table). The designed guide sequences were ordered as crisprRNA sequences (crRNA) (IDT, Leuven, Belgium) and annealed to tracrRNA (IDT) by incubating 5min at 95°C for a final concentration of 50mM of gRNA (crRNA+tracrRNA). The target site of the designed gRNAs is shown in S1A Fig. The repair template used for homology directed repair (HDR), here single-stranded oligodeoxynucleotides (ssODNs) (IDT) [25,26], are shown in S1B Fig.

Ribonucleoprotein (RNP) complexes were assembled immediately prior to delivery by incubation of 4pmol/μl Cas9 (IDT) protein, 4pmol/μl of each gRNA and 10pmol/μl ssODN in Opti-MEM medium (Thermo Fisher Scientific, Waltham, USA) for 10min at room temperature.

To generate gene-edited founder animals, B6D2F1 females were hormonally superovulated and mated as described [6]. Oocytes were isolated from the oviducts, washed and transferred into droplets of Opti-MEM medium containing the previously prepared RNP complex and electroporated using a BioRad Gene Pulser (BioRad, Feldkirchen, Germany) (two 3ms square wave pulses at 30V with an 100ms interval). Oocytes were recovered and washed 5x in M2 medium (Merck Millipore, Darmstadt, Germany) followed by 3 washes in KSOM (Merck Millipore) medium droplets. Oocytes were then incubated in KSOM medium covered in paraffin oil overnight at 37°C. Developing 2-cell stage embryos were then transferred into the oviducts of pseudo-pregnant foster mice. Offspring was genotyped (primers, see Fig 1A and S1 Table) and positive founder animals backcrossed to C57Bl/6J for at least 3 generations before analysis. Male mice between 10 and 13 weeks of age were used for analysis.

**Fig 1:**
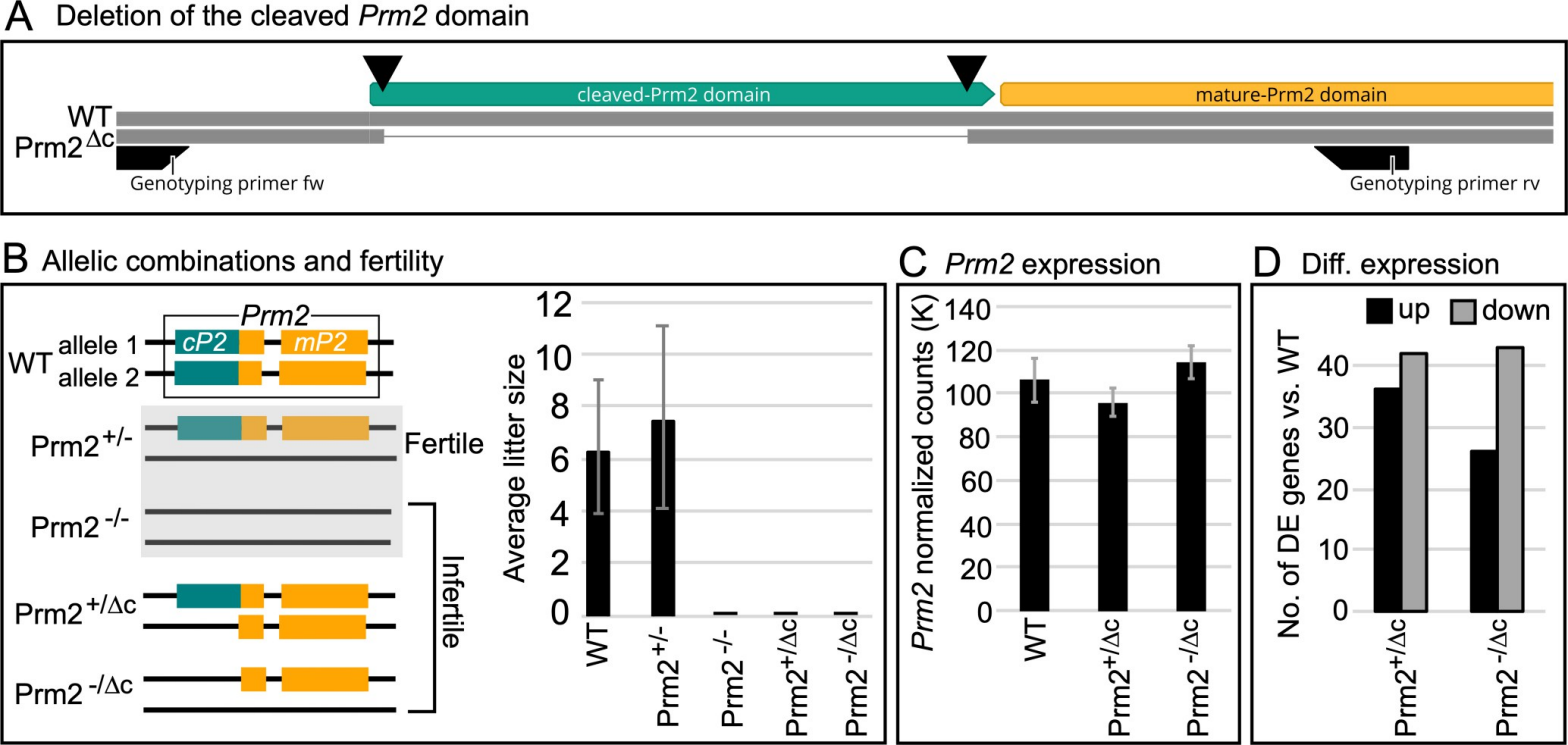
Gene editing, fertility and expression. (A) Schematic representation of the generation of cP2 deletion. Double strand breaks induced by Cas9 indicated by black triangles. (B) Schematic overview of analyzed genotypes and fertility. Prm2^+/-^ and Prm2^-/-^ [6] were included as a comparison. Bar plot of average litter size for WT, Prm2^+/-^, Prm2^-/-^, Prm2^+/Δc^ and Prm2^-/Δc^, n = 5 for each genotype. (C) Bar plot showing average DESeq2 normalized read counts of *Prm2* for WT, Prm2^+/Δc^ and Prm2^-/Δc^. (D) Bar plot showing comparison between number of differentially higher and lower expressed genes for Prm2^+/Δc^ and Prm2^-/Δc^ compared to wildtype.

### Fertility analysis

Five males per genotype were mated with C57Bl/6J females 1:2 and females were checked daily for the presence of a vaginal plug until at least 5 plugs per male were observed. Pregnancy rate and litter size were noted.

### Sampling and mature sperm isolation

The testes were dissected and weighed. For paraffin sectioning, testes and epididymides were fixed in either Bouin’s solution for histology or in 4% Paraformaldehyde solution for immunohistochemistry (IHC). For tubule preparations testes were transferred to PBS and tubules dissected as described in Kotaja et al. [27]. Briefly, tubules were separated and elongating and condensed spermatid containing sections were identified through their light absorption pattern using a dissection microscope. Tubule sections were squashed on a slide, frozen in liquid nitrogen for 20 seconds, fixed in 90% ethanol for 5 minutes and air dried. Tubule preparations were used for IHC. To obtain sperm samples, caudae epididymes were dissected and transferred to preheated (36–37°C) M2 medium, incised several times, squeezed with tweezers several times during a 30min incubation period at 36–37°C to ensure flushing out the whole sperm population including immotile sperm.

### Histology

Bouin-fixed testes and epididymes were paraffinized, embedded in paraffin blocks and sectioned at 3 microns. Sections were deparaffinized and stained with the Periodic acid–Schiff (PAS) procedure. Stained sections were imaged under bright field at 20x and 63x magnification using a Leica DM5500 B microscope (Leica Microsystems, Wetzlar, Germany).

### Basic sperm analysis

Isolated spermatozoa were counted for 6–12 animals per genotype using a hemocytometer. Sperm motility was analyzed for 3–4 animals per genotype by taking 5–10, 3 second video clips per animal using a Basler acA1920-155ucMED camera (Basler AG, Ahrensburg, Germany). A minimum of 200 sperm per individual were analyzed and the percentage of motile sperm calculated. Sperm viability was analyzed by eosin-nigrosin staining for 3–4 animals per genotype. Approximately 1 x 10^6^ sperm were mixed with 50μl of eosin-nigrosin dye, incubated for 30 seconds, spread on slides, air-dried and cover-slipped. A minimum of 200 spermatozoa were analyzed under bright field (Leica DMIRB microscope) and the percentage of viable spermatozoa calculated.

### RNAseq and differential expression analysis

RNA was extracted from testes after removal of the tunica albuginea using the RNeasy kit (Qiagen, Hilden, Germany). RNA integrity (RIN) was determined using the RNA Nano 6000 Assay Kit with the Agilent Bioanalyzer 2100 system (Agilent Technologies, Santa Clara, CA, USA). RIN values ranged from 7.3–10 for all samples. RNA sample quality control and library preparation were performed by the University of Bonn Core facility for Next Generation Sequencing (NGS), using the QuantSeq 3’-mRNA Library Prep (Lexogen, Greenland, NH, USA). RNAseq was performed by the University of Bonn Core facility for Next Generation Sequencing (NGS) on the Illumina HiSeq 2500 V4 platform, producing >10 million, 50bp 3’-end reads per sample.

The samples were then mapped to the mouse genome (GRCm38.89) using HISAT2 2.1 [28]. StringTie 1.3.3 [29] was used for transcript quantification and annotation. Gene annotation was retrieved from the Ensembl FTP server (ftp://ftp.ensembl.org)(GRCm38.89). The python script (preDE.py) included in the StringTie package was used to prepare DEseq2-compatible gene-level count matrices for analysis of differential gene expression. Mapping to the *Prm2* genomic location was visualized using the Integrative Genomics Viewer (IGV; [30]).

Differential expression (DE) was analyzed using DESeq2 1.16.1 [31]. The adjusted p-value (Benjamini-Hochberg method) cutoff for DE was set at < 0.05, log2 fold change of expression (LFC) cutoff was set at > 1. We performed GO term and pathway overrepresentation analyses on relevant lists of genes using the PANTHER gene list analysis tool with Fisher’s exact test and FDR correction [32].

### Transmission electron microscopy

Mature sperm and testicular tissue were washed with PBS, fixed in 3% glutaraldehyde at 4°C overnight, then washed with 0.1 M cacodylate buffer followed by fixation with 2% osmium tetroxide at 4°C for 2h. After dehydration and processing samples were embedded in Epon C (70°C, 48 h). Ultra-thin sections were contrasted with uranyl acetate and lead citrate and then examined and imaged with a scanning electron microscope (Crossbeam 550 FIB SEM, Zeiss, Germany) equipped with a retractable STEM detector in the Microscopy Core Facility of the University of Bonn.

### Sperm nuclear morphology

Nuclear morphology was analyzed for 3 individuals per genotype. Approximately 1.5 x 10^6^ sperm were fixed in methanol-acetic acid (3:1), spread onto a slide and stained with 4′,6-diamidino-2-phenylindole (DAPI) nuclear stain (ROTIMount FluorCare DAPI (Carl Roth GmbH, Karlsruhe, Germany)). At least 200 stained sperm cells per individual were imaged at 100x magnification using a Leica DM5500 B fluorescent microscope. Nuclear morphology was analyzed using the stand-alone version of the Nuclear Morphology program by Skinner et al. [33]. The program allows for automated detection and morphological analysis of mouse sperm nuclei (among other species and cell types). It additionally provides options for clustering heterogenous populations by nuclear parameters and comparative analyses of nuclear morphology [33].

### Sperm basic nuclear protein extraction and analysis

Basic nuclear proteins were extracted described in Soler-Ventura et al. [34]. This protocol is intended for the extraction of basic nuclear proteins from mature sperm, however non-nuclear proteins with properties that are compatible with the extraction conditions will also be present in the sample. Briefly, approximately 10 x 10^6^ of swim-out sperm were washed in PBS and pelleted. The pellet was resuspended in buffer containing 1M Tris pH 8, 0.5M MgCl and 5ul Triton X-100. Subsequently the pellet was treated with 1mM PMSF in water inducing cell lysis. Treatment with EDTA, DTT and GuHCl induced DNA denaturation. Incubation at 37°C for 30min in presence of 0.8% vinylpyridine is necessary for mouse protamine separation on the subsequent protein gel. DNA is then precipitated by addition of EtOH and separated from the sample by centrifugation. Basic sperm nuclear proteins are then extracted and dissolved in 0.5M HCl, followed by protein precipitation with TCA, acetone washes and drying. The precipitated proteins are resuspended in sample buffer containing 5.5 M urea, 20% β-mercapto-ethanol and 5% acetic acid. For direct comparison of protamine content between genotypes sperm of 4 to 5 individuals were pooled, counted and extraction performed as described above. The extracted proteins were then resuspended in sufficient sample buffer to achieve a concentration equivalent to 700K sperm per μl of extraction.

The samples were then run on a pre-electrophorized acid-urea polyacrylamide gel (AU-PAGE) (2.5 M urea, 0.9 M acetic acid, and 15% acrylamide/0.1% N,N′-Methylene bis-acrylamide, TEMED and APS). The extracted basic nuclear proteins migrate towards the negative pole at a 150V for 1h, 50min. For the evaluation of the protamine content the same amount of sample (equivalent to 3M pooled sperm) was loaded for each genotype to ensure comparability. The gels were stained with Coomassie Brilliant Blue (Sigma Aldrich, Taufkirchen, Germany) using standard procedures. The two main protamine bands can be observed in the bottom of the gel with mature-PRM2 corresponding to the upper and PRM1 the lower band [34,35]. PRM2 precursor bands can be observed in the lower part of the gel above the mature-PRM2 band, if present [22,36]. In the upper half of the gel, bands corresponding to other basic nuclear proteins, including histones can be found (see [34]). The densities of Coomassie stained bands were analyzed using ImageJ (1.52k, [37]).

### Custom cP2 antibody production

A cP2-specific custom antibody (Davids Biotechnologie GmbH; Regensburg, Germany) was developed to assess the presence of the PRM2 precursor and the timing of PRM2 processing. The antibody was raised in rabbit against the cP2 peptide sequence (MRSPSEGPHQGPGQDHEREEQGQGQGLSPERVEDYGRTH) and affinity purified.

### Western blot analysis

For immunoblotting of AU-PAGE, an equivalent of 1.5M sperm of pooled basic protein extraction was used. The proteins were transferred towards the negative pole onto a PVDF membrane (pore size 0.45μm; Roth, Karlsruhe Germany), blocked and incubated with the primary antibody overnight (antibody dilutions shown in S3 Table). For SDS PAGE, proteins were transferred towards the positive pole onto a PVDF membrane (pore size 0.45μm; Roth, Karlsruhe Germany). The membranes were then washed and incubated with an HRP-labelled secondary antibody followed by chemiluminescent detection using Westar NOVA 2.0 chemiluminescent substrate (Cyanagen, Bologna, Italy) or SuperSignal West Femto Maximum Sensitivity Substrate (Thermo Fisher Scientific, Waltham, USA). Since Merges et al. [38] was able to show that (outer dense fiber protein 2) ODF2, which is a major component of the sperm tail, is compatible with AU-PAGE and represents one of the prominent bands in the upper part of the Coomassie AU gel we used the protein as a loading control.

### Immunohistochemistry

PFA fixed testis and epididymis sections as well as EtOH fixed tubule preparations were used for immunofluorescent staining. Sections were deparaffinized in xylol and rehydrated. Sections and tubule preparations were washed in PBS and blocked for 30 min with normal horse serum (Vectorlabs, Burlingame, USA) at room temperature, followed by heat-activated antigen retrieval at pH6 and primary antibody incubation over night at 4°C. Antibodies and dilutions are shown in S3 Table. Slides were then double-stained with fluorescent secondary antibodies using the VectaFluor Duet Immunofluorescence Double Labeling Kit, DyLight 594 Anti-Rabbit (red), DyLight 488 Anti-Mouse (green) (Vectorlabs, Burlingame, USA), DAPI counterstained and coverslipped with ProLong Gold antifade reagent with DAPI (Thermo Fisher Scientific, Waltham, USA).

### Mass spectrometry and differential protein abundance analysis

Basic nuclear protein extractions were done for 3 individuals per genotype using approximately 10^6^ sperm. Extracted proteins were dissolved in sample buffer (5.5 M urea, 20% β-mercapto-ethanol and 5% acetic acid).

Peptide preparation: Protein solutions (5.5 M urea, 20% 2-mercapto-ethanol, 5% acetic acid) were dried in a vacuum concentrator and subjected to in solution preparation of peptides. Proteins were dissolved in 50 mM acrylamide solution (Tris-HCl, pH = 8) and alkylated for 30 min at RT. 1 μg of Trypsin were added for o/n proteolysis at 37°C. Dried peptides were dissolved in 10 μL 0.1% trifluoro acetic acid (TFA) and desalted with ZipTips (Waters GmbH, Eschborn, Germany) according to standard solid-phase extraction procedures. Equilibration and binding was done in presence of 0.1% TFA, washing with 0.1% formic acid (FA). Eluates (50% acetonitrile, 0.1% FA) were dried and stored at -20°C.

LC-MS measurements: Peptide separation was performed on a Dionex Ultimate 3000 RSLC nano HPLC system (Dionex GmbH, Idstein, Germany). The autosampler was operated in μl-pickup mode. Peptides were dissolved in 10 μl 0.1% FA (solvent A). 2 μL were injected onto a C18 analytical column (300 mm length, 75 μm inner diameter, ReproSil-Pur 120 C18-AQ, 1.9 μm). Peptides were separated during a linear gradient from 2% to 35% solvent B (90% acetonitrile, 0.1% FA) within 90 min at 300 nl/min. The nanoHPLC was coupled online to an Orbitrap Fusion Lumos mass spectrometer (Thermo Fisher Scientific, Bremen, Germany). Peptide ions between 300 and 1600 m/z were scanned in the Orbitrap detector every 3 seconds with R = 120,000 (maximum fill time 50 ms, AGC target 400,000). Polysiloxane (445.12002 Da) was used for internal calibration (typical mass error ≤1.5 ppm). In a top-speed method, peptides were subjected to higher energy collision induced dissociation (HCD: 1.0 Da isolation, threshold intensity 25,000, normalized energy 27%) and fragments analyzed in the Orbitrap with target 50,000 and maximum injection time 22 ms, R = 15,000. Fragmented peptide ions were excluded from repeat analysis for 20 s.

Data analysis: Raw data processing and was performed with Proteome Discoverer software 2.5.0.400 (Thermo Fisher Scientific). Peptide identification was done with an in-house Mascot server version 2.6.1 (Matrix Science Ltd, London, UK). MS data were searched against *Mus musculus* sequences from SwissProt (2021/03, including isoforms), and contaminants (cRAP, [39]). Precursor Ion m/z tolerance was 10 ppm, fragment ion tolerance 20 ppm. Tryptic peptides with up to two missed cleavages were searched. Propionamide on cysteines was set as static modification. Oxidation was allowed as dynamic modification of methionine, acetylation as modification of protein N-termini. Mascot results were evaluated by the percolator algorithm [40] version 3.05 as implemented in Proteome Discoverer. Spectra with identifications below 1% q-value were sent to a second round of database search with semitryptic enzyme specificity (one missed cleavage allowed). Protein N-terminal acetylation, methionine oxidation, carbamylation on lysine and N-termini were allowed as dynamic modifications. Actual FDR values were typically ≤0.5% (peptide spectrum matches), ≤1.0% (peptides), <1% (proteins). Proteins were accepted if at least two peptides with q-value <1% were identified. Summed abundances (areas of precursor extracted ion chromatograms of unique peptides) were used for relative quantification.

Differential abundance (DA) analysis: DA analysis was performed using the Bioconductor package proDA [41] using peptide spectrum matches (PSM) level data extracted from Protein Discoverer. Only proteins detected in all genotypes and all replicates with more than two peptides were included in the analysis. The data were log2 transformed and median normalized prior to DA analysis to ensure comparability. The proDA package is based on linear models and utilized Bayesian priors to increase power for differential abundance detection [41]. Proteins with a log2 fold change (LFC) of >1 and false discovery rate adjusted p-value (FDR) <0.05 were considered differentially abundant compared to the WT. Plots were generated using the R-package ggplot2 [42].

### Generation of expression plasmids and transfection

*Prm2*, cP2, Prm2^Δc^, *Tnp1* and *H2al2* cDNA (GenBank: NM_008933.2) was amplified from C57Bl6 mouse testis cDNA using overhang primers introducing suitable restriction enzyme motifs (S1 Table). *Prm2*, *cP2* and *Prm2*^*Δc*^ were cloned N-terminally in-frame with eGFP into the pEGFP-N3 vector (6080–1) (pPrm2-eGFP-N3; pCP2-eGFP-N3; pPrm2^*Δc*^-eGFP). Additionally, we generated a plasmid in which the cP2 sequence was tagged 3’ with a nuclear location signal (SV40-NLS: PKKKRKV) followed by eGFP (pCP2-NLS-eGFP-N3). cP2-NLS was also cloned N-terminally in frame with mCherry into the pMCherry-N1 vector (Clontech PT3974-5) (pCP2-NLS-mCherry-N1). *Tnp1* and *H2al2* were cloned N-terminally to mCherry into the pMCherry-N1 vector, however the stop codons were included to allow for expression of the sequences without tag (pTnp1-STOP-mCherry-N1, pH2al2-STOP-mCHerry-N1). Correct sequence and insertion were verified by sequencing. Schematic visualizations of the plasmids are shown in S2 Fig.

Human Embryonic Kidney 293 (HEK293) cells were cultured in standard medium (DMEM, 10% FBS). HEK293 cells were transfected at 80% confluence with 3μg of expression plasmid using FuGENE HD Transfection Reagent (Promega, Madison, USA), according to the manufacturer’s instructions. At 12 hours post-transfection the medium was changed. Cells were either harvested and proteins extracted or images were taken after 48 hours using a Leica DMIRB inverted microscope (Leica Microsystems, Wetzlar, Germany).

### GFP pull-down assay

48 hours post-transfection cells were harvested and proteins extracted using MPER mammalian protein extraction reagent (Thermo Fisher Scientific, Waltham, USA) followed by immunoprecipitation (IP) using GFP nanobody-coupled magnetic beads (GFP-Trap Magnetic Particles Kit, Chromotek GmbH, Munich, Germany) according to the manufacturer’s recommendations. After IP, the bound proteins were eluted in Laemmli buffer and analysed using SDS-PAGE followed by western blot (see above).

## Results

### Generation of gene-edited mouse lines

To delete cP2 in the reading frame of the *Prm2* gene, we used CRISPR/Cas9 with templates catalyzing homology directed repair (HDR). In order to induce the deletion, we used two gRNAs targeting the 5’ and 3’ ends of the cP2 domain (Figs 1A and S1A). 

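On the mouse genome GRCm38, Prm2 (ENSMUSG00000038015) lies on the minus strand of chromosome 16 from 10791380 to 10796134. The shorter of its 2 annotated transcripts is 621 bases long and is made of 2 exons. Exon 1 runs from 10791740 to 10792105 and exon 2 from 10791380 to 10791634, and together they encode a precursor of 107 amino acids. The first guide of S1 Table, CCTCATTCGGTAGCGAACCA, matches the plus strand from 10791978 to 10791997 and is followed by a TGG motif (protospacer adjacent motif), as Cas9 requires. The second guide, GGACTATGGGAGGACACAC, matches the minus strand from 10791867 to 10791885 and is followed by AGG. Both targets lie in the coding part of exon 1 and are present in both annotated transcripts. Cas9 cuts 3 bases from its motif, which places the first cut between 10791994 and 10791995, within codon 2, and the second between 10791869 and 10791870, directly before codon 44. The 2 cut sites are 125 bases apart. Downstream of the second cut, 385 bases of the transcript remain, among them the 255 bases of exon 2 at its 3′ end. A count of reads for the whole gene adds up both alleles and does not tell them apart.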

A single stranded DNA template encoding the 5’ and 3’ areas flanking the cP2 coding region enabling deletion of the cP2 coding region and an in-frame repair, generating an allele, where only mature PRM2 is expressed from the endogenous promoter, was added to the gene-editing reaction (S1B Fig). The sequence of the generated allele, named Prm2^Δc^, is shown in S1C Fig and was registered with the mouse genomics database (MGI:6718282). Animals were generated, sequence validated and backcrossed to C57Bl/6J for at least 3 generations before analysis to ensure segregation of any possible distant off-target edits. Additionally, we evaluated the gene expression levels and mapping of RNAseq reads to the *Prm2* gene cluster (*Prm1*, *Prm2* and *Tnp2*) to exclude the possibility of off-target edits in the cluster or effects on gene expression regulation (S3 Fig).

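Testis RNA of 9 mice, 3 each of WT, Prm2+/Δc and Prm2-/Δc, was sequenced as 3′ mRNA libraries, in which reads come from the 3′ ends of transcripts. The authors mapped the 50 bp reads to GRCm38 and assembled loci with StringTie. They deposited the estimated number of reads per locus, which a script of StringTie computes from read coverage and rounds to whole numbers, without normalization. The table has 50485 rows, of which 25503 carry a StringTie locus number and 24982 an Ensembl gene identifier. The Ensembl rows hold 0.391% of all counts. Total counts were 9070746, 11314641 and 16799651 in the WT libraries, 12041708, 16347645 and 20320362 in the Prm2+/Δc libraries, and 14789266, 17441824 and 12409510 in the Prm2-/Δc libraries, in the order of their replicate numbers. The paper states over 10000000 reads per sample, and the values here use the total counts. A single locus, MSTRG.9667, took between 2.50% and 10.6% of the counts of a library. Groups were compared in pairs with edgeR's quasi-likelihood test after TMM normalization and removal of rows with low counts (filterByExpr). Genes with a Benjamini-Hochberg adjusted p-value under 0.05 and an absolute log2 fold change over 1 were called differentially expressed, which are the cutoffs of the paper. Normalized counts are counts divided by DESeq2's size factors over all 9 libraries. The table does not pair locus numbers with gene names, and the sheets of differentially expressed genes in S1 Data of the paper give a name for 150 of the StringTie loci. All 150 follow the order of the genes along the chromosomes, with 0 exceptions.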

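The loci of the Prm2 cluster were identified by this order, since they are not among the loci named in these sheets. The sheet of normalized counts in S1 Data, which was at hand only in part and was not used here, may name them. Between its nearest named loci on chromosome 16, 1700037C18Rik and Gm15738, a run of 4 consecutive loci had at least 9369 counts in every library, while the 5 loci on each side of the run had at most 383 in any library. The annotated order at this place is Tnp2 (10787936 to 10788660), Prm3 (10790505 to 10790914), Prm2 and Prm1 (10796326 to 10805839), all on the minus strand, and the loci MSTRG.8525 to MSTRG.8528 are read as these genes in turn. For the third of them this reading was checked against Fig 1C. It is the only 1 of the 50485 rows whose mean normalized counts lie within 10% of the 3 bars shown there for Prm2. The names of the other 3 rest on the order alone. With a cutoff of 5000 counts for abundant loci, 1 other locus between the 2 named loci was abundant. The whole table held 2 runs of 4 consecutive abundant loci, so abundance alone does not single out this run. Tnp2 had 76639 ± 1126 normalized counts (SD, n = 3 mice) in WT, 77782 ± 5950 in Prm2+/Δc and 88097 ± 4244 in Prm2-/Δc testes. Its log2 fold change against WT was 0.02 (standard error 0.072) in Prm2+/Δc and 0.20 (standard error 0.091) in Prm2-/Δc testes, with adjusted p-values of 0.999 and 1 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. With library totals in place of TMM, the value in Prm2+/Δc was -0.01. All 3 Prm2-/Δc libraries lay above all 3 WT libraries for Tnp2. Prm3 had 14832 ± 1558, 13497 ± 547 and 13507 ± 2782 normalized counts in the same groups. Prm1 had 223951 ± 33286 normalized counts in WT and 207475 ± 24405 in Prm2+/Δc testes. In Prm2-/Δc testes its mean of 267951 ± 146681 was set by the library of replicate 3, with 435441 normalized counts against 162399 and 206012.5 in the other two. Without that library, the log2 fold change of Prm1 in Prm2-/Δc testes changed from 0.27 to -0.29. That of Prm3 changed from -0.13 to 0.02. Of the 12 pairwise comparisons of these 4 loci, 3 gave an exact two-sided permutation p of 0.1, the smallest that 3 against 3 mice allow, so that a p under 0.05 was not possible. These were Tnp2 in Prm2-/Δc against WT and against Prm2+/Δc testes, and Prm2 in Prm2-/Δc against Prm2+/Δc testes. The Benjamini-Hochberg adjusted p of these 3 over the 12 was 0.4.

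**Figure D1:**
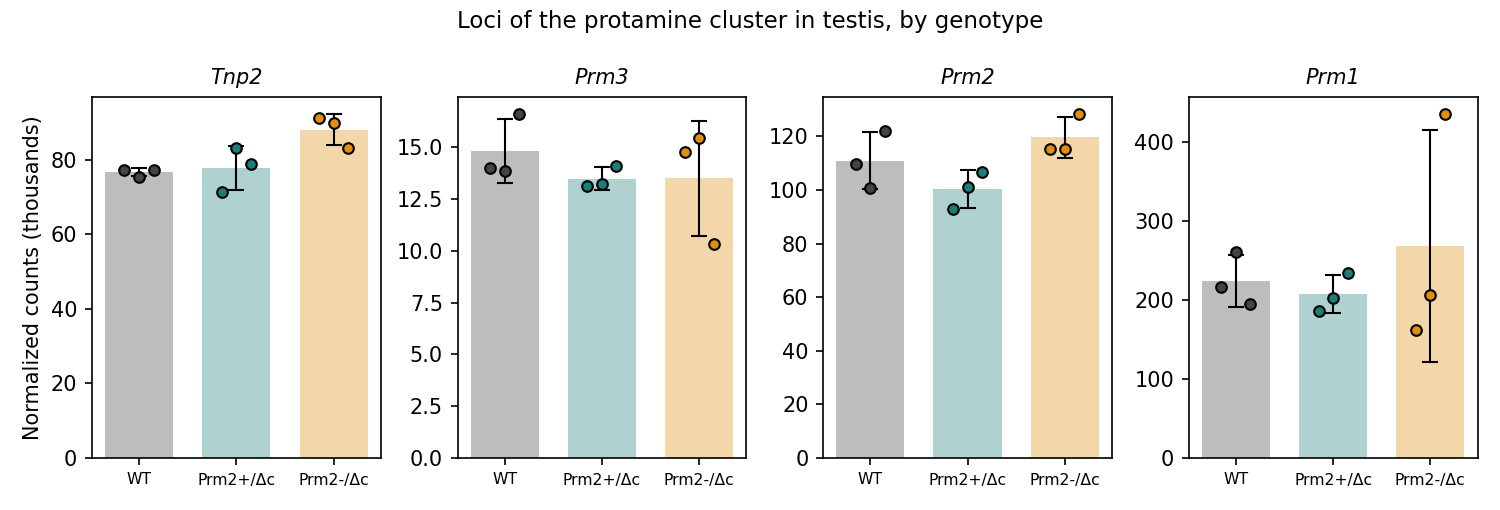
Normalized counts, in units of 1000, of the loci read as Tnp2, Prm3, Prm2 and Prm1 in testes of WT, Prm2+/Δc and Prm2-/Δc mice. Bars are means of 3 mice, error bars the SD and points single mice. The highest point of Prm1 is replicate 3 of Prm2-/Δc, at 435441 normalized counts.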

### Prm2^+/Δc^ as well as Prm2^-/Δc^ male mice are infertile

First, we subjected the Prm2^+/Δc^ mice to a fertility test. Five Prm2^+/Δc^ male mice were mated to ten WT females and the pregnancy/litters were recorded for five confirmed vaginal plugs per male (successful matings). We found that Prm2^+/Δc^ male mice were infertile, with no observed pregnancies in at least five confirmed matings each. This is in contrast to the deletion of the entire PRM2 gene, where Prm2^+/-^ male mice remained fertile [6] (Fig 1B). We hypothesized that an aberrant interaction between the newly generated mP2 and the PRM2 precursor expressed from the wildtype allele might lead to interference and be causative for infertility in these males. In order to test this, we bred Prm2^+/Δc^ females with Prm2^+/-^ males published by us (Prm2^Δ97bp^; Schneider et al. 2016 [6], MGI:5760133) to generate Prm2^-/Δc^ mice. This results in male mice, in which only Prm2^Δc^ is present and expressed. However, Prm2^-/Δc^ males did not produce any litters in at least five confirmed matings each and can be considered infertile (Fig 1B). This strongly suggests, that the cP2 domain is essential for murine spermiogenesis. If cP2 was non-essential these Prm2^-/Δc^ mice should be fertile, similar to Prm2^+/-^ males.

### mP2 is expressed in Prm2^-/Δc^ mice and transcriptional silencing does not seem to be disrupted

Since the Prm2^-/Δc^ mice allow for detection and validation of mP2 transcripts from the Prm2^Δc^ allele we, performed RNAseq on testis samples and analyzed expression of *Prm2*. By mapping the RNAseq reads to the *Prm2* genomic location, we were able to verify that the mP2 transcript was indeed expressed from the gene edited Prm2^Δc^ allele (S4 Fig). The expression levels of the *Prm2* transcripts were comparable in all genotypes (WT, Prm2^+/Δc^ and Prm2^-/Δc^), thus the alleles do not display a gene dosage effect (Fig 1C).

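The locus read as Prm2 from its place on chromosome 16 and from Fig 1C, MSTRG.8527, had 110904 ± 10612 normalized counts (SD, n = 3 mice) in WT, 100288 ± 7002 in Prm2+/Δc and 119705 ± 7597.5 in Prm2-/Δc testes. Single libraries ranged from 100886 to 122024 in WT, from 92847 to 106746 in Prm2+/Δc and from 115288 to 128477 in Prm2-/Δc testes. The mean of Prm2+/Δc testes differed by -9.57% from that of WT testes (exact two-sided permutation test, p = 0.3), and the log2 fold change was -0.15 (standard error 0.091, adjusted p = 0.999 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). In Prm2-/Δc testes the mean was 7.94% higher than in WT (exact permutation test, p = 0.4), with a log2 fold change of 0.11 (standard error 0.12, adjusted p = 1 from the same edgeR test). In both comparisons the ranges of the single mice overlapped. All 3 Prm2-/Δc libraries lay above all 3 Prm2+/Δc libraries, by 19.4% between the means. The exact permutation test gave p = 0.1 for this, the smallest that 3 against 3 mice allow, and 0.4 after adjustment over the 12 comparisons of the cluster, and the log2 fold change was 0.25 (standard error 0.11, adjusted p = 0.999 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). With each mouse left out in turn, the log2 fold change against WT stayed between -0.21 and -0.08 in Prm2+/Δc and between 0.05 and 0.19 in Prm2-/Δc testes. The alternatives that moved these values most were the 2 shrinkages of DESeq2 fold changes, which set them to -0.04 and 0.00 with apeglm and to 0.00 and 0.00 with ashr, the latter chosen after seeing the data.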

In our previous study we found that in the Prm2^-/-^ testis, a much higher number of genes was differentially higher than lower expressed (81:13) indicating incomplete protamine-mediated transcriptional silencing [43]. Here, compared to WT, we found 36 genes differentially higher expressed and 42 genes differentially lower expressed for Prm2^+/Δc^ males and 26 genes differentially higher and 43 differentially lower for Prm2^-/Δc^ (Fig 1D). This indicates that transcriptional silencing is not notably disrupted in males harboring the Prm2^Δc^ allele. 

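Of 17815 loci tested between Prm2+/Δc and WT testes, 5 were differentially higher and 8 differentially lower expressed in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Of 17637 loci tested between Prm2-/Δc and WT testes, 0 were differentially higher and 1 was differentially lower expressed. A split of these libraries that mixes the genotypes gave 85 calls in edgeR. It set WT replicates 1 and 2 and Prm2-/Δc replicate 3 against WT replicate 3 and Prm2-/Δc replicates 1 and 2. Exchanged labels or a shared property such as a batch are not excluded, so the few calls may not reflect the genotypes. At an unadjusted p-value under 0.05, without a cutoff on the fold change, 315 loci were higher and 344 lower in Prm2+/Δc, and 272 were higher and 293 lower in Prm2-/Δc testes. These are 3.7% and 3.2% of the loci tested, under the share of 0.05 that arises on average without any difference. The alternative that moved the counts most was DESeq2, the tool of the paper, with 37 higher and 46 lower genes in Prm2+/Δc and 24 higher and 45 lower genes in Prm2-/Δc testes. The square root of edgeR's common dispersion, a measure of the spread between mice, was 0.407 and 0.452 in the 2 comparisons. Splits of the Prm2+/Δc and WT libraries that mix the genotypes gave from 7 to 23 calls in edgeR, against 13 for the genotypes. The calls between Prm2+/Δc and WT therefore do not single out genotype. Among these calls, the same edgeR test gave the largest increase at Pcgf5 on chromosome 19 (log2 fold change 4.91, standard error 0.31, adjusted p = 0.00564). Next were 4930469G21Rik on chromosome 1 (3.12, standard error 0.10, adjusted p = 5.30e-04) and Trim17 on chromosome 11 (2.19, standard error 0.20, adjusted p = 0.0398). The largest decreases were those of Fam110b on chromosome 4 (-5.14, standard error 0.40, adjusted p = 0.0152), Tmem52 on chromosome 4 (-4.49, standard error 0.30, adjusted p = 0.00653) and Slc25a3 on chromosome 10 (-3.80, standard error 0.15, adjusted p = 9.23e-04). Trim17 and Fam110b were each called in 2 of the 6 fits that left out one mouse. Tmem52 was called in 5 of them, and Csnk1d, another of the higher genes, in 1. The remaining genes called between Prm2+/Δc and WT were called in all 6. The gene called in Prm2-/Δc testes was Rpa1 on chromosome 11 (75298166 to 75348324), with 1562 ± 199 normalized counts (SD, n = 3) in WT and 31.2 ± 8.24 in Prm2-/Δc testes, a log2 fold change of -5.64 (standard error 0.27, adjusted p = 0.00737). Rpa1 was also low in 1 of the 3 Prm2+/Δc libraries, with 35.1 normalized counts. It was not called when WT replicate 1 or Prm2-/Δc replicate 1 was left out (adjusted p = 0.0807 and 0.0549 in edgeR). Over the 6 fits that left out one mouse, this adjusted p ranged from 0.00361 to 0.0807. Rpa1 was called in 11 of 13 other settings. The exceptions were the fit of all 9 libraries together and the fit with the replicate number as a block.

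**Figure D2:**
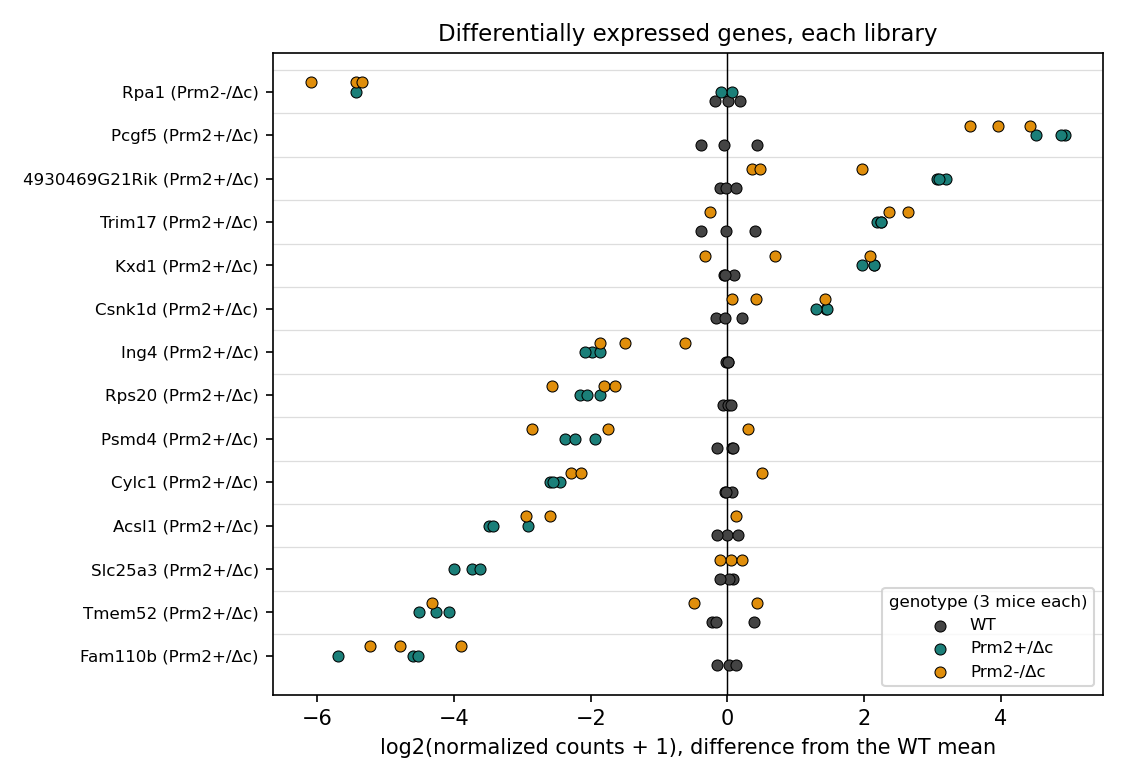
Difference of each library from the WT mean, in log2(normalized counts + 1), for the 13 genes called between Prm2+/Δc and WT and for Rpa1, called between Prm2-/Δc and WT. Each point is 1 mouse, coloured by genotype, and the comparison that called the gene is given in brackets. At Tmem52 and Acsl1, among others, the Prm2-/Δc libraries are found at both the WT and the Prm2+/Δc level.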

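Between Prm2+/Δc and WT testes the ratio of differentially higher to lower expressed genes was 5 to 8. Between Prm2-/Δc and WT it was 0 to 1. Splits that mix the genotypes gave up to 23 and 85 calls in these comparisons, so neither ratio singles out genotype. In the direct comparison of both mutant genotypes, 2 of 17986 loci were higher in Prm2-/Δc than in Prm2+/Δc testes and 0 were lower, with 310 higher and 423 lower at an unadjusted p-value under 0.05. The paper gives its numbers after those of Prm2-/- testes in its previous study, where it had found far more genes higher than lower expressed and had taken this as incomplete silencing. From its numbers in Prm2+/Δc and Prm2-/Δc testes, the paper proposes that transcriptional silencing is not notably disrupted in males with the Prm2Δc allele.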

No GO-term or pathway enrichment was found for analyzed gene sets. Lists of differentially expressed genes and statistics can be found in S1 Data.

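S1 Data lists 78 genes for Prm2+/Δc and 69 for Prm2-/Δc against WT. In edgeR's quasi-likelihood test 76 of the 78 had enough counts to be tested, and all 76 had the direction given in S1 Data and an unadjusted p-value under 0.05, while 13 were called. Of the 69, 64 were tested, all 64 had the listed direction and an unadjusted p-value under 0.05, and 1 was called. The lists come from the same libraries, so this is not independent evidence. All 13 genes called between Prm2+/Δc and WT, and the 1 called between Prm2-/Δc and WT, are in the lists. S1 Data gives 5 higher and 4 lower expressed genes shared by both genotypes, and in edgeR the calls of the 2 comparisons shared 0 higher and 0 lower genes. Comparisons with the same WT libraries share their chance values. S1 Data was made with DESeq2. In 10 draws, counts of both mutant groups were drawn from the mean of each locus over all 9 libraries. A part of any real difference from WT therefore stays in the draws, and they give no baseline for an overlap by chance. In these draws, DESeq2 gave a mean of 18.7 higher and 2.2 lower genes in both comparisons. The higher genes ranged from 13 to 24, above the 5 of S1 Data, so the draws do not reproduce that overlap. The lower genes ranged from 0 to 5, a range that holds the 4 of S1 Data. In edgeR the draws shared 0 and 0 genes, but with a mean of 0.65 calls per comparison an overlap could hardly occur. Among the 9 shared genes of S1 Data, all 6 mutant libraries lay apart from all 3 WT libraries at Ergic2, Eri3, Pcgf5, Gm37933, Gm37493, Fam110b and Rps20, which the selection of the genes on these libraries favours. Pcgf5 had 8.02 ± 2.59 normalized counts (SD, n = 3) in WT, 242 ± 37.4 in Prm2+/Δc and 142 ± 43.7 in Prm2-/Δc testes. Fam110b had 161 ± 15.6, 4.59 ± 2.15 and 5.96 ± 3.39 normalized counts, and Rps20 had 19022 ± 836, 4688 ± 502 and 4889.7 ± 1506. In Prm2-/Δc testes the adjusted p from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment was 0.0896 for Pcgf5, 0.0896 for Fam110b and 0.217 for Rps20. At Rnf167, Prm2+/Δc replicate 1 had 26.0 normalized counts and lay within the WT range of 13.5 to 27.9, and Prm2-/Δc replicate 2 lay just above it with 28.75. At Ptpa, WT replicate 3 had 75.5 normalized counts and lay within the mutant range of 14.7 to 81.3. Gm37933, a long noncoding RNA gene on the plus strand of chromosome 3 (86142757 to 86145545), had 0 counts in every WT library and was at least 14.9-fold higher in Prm2+/Δc and at least 16.8-fold higher in Prm2-/Δc testes. Gm37493, a processed pseudogene on the minus strand within it (86144937 to 86145369), had 0 counts in every mutant library and was at least 15.2-fold and 13.9-fold lower. For these bounds each library without counts was given 3 counts, and the sum over the group was divided by the sum of its size factors. Averaging over single libraries in place of these sums would give slightly lower bounds. Reads of an overlapping pair could be assigned to either gene by the counting, and the summed normalized counts of both were 39.5 ± 12.5 in WT, 49.2 ± 3.19 in Prm2+/Δc and 55.6 ± 11.3 in Prm2-/Δc testes.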

### mP2 is detected in Prm2^+/Δc^ and Prm2^-/Δc^ spermatid nuclei, but is also found in cytoplasm and residual bodies

After confirming, that the gene-edited mP2-domain is expressed from the Prm2^Δc^ allele, we next addressed the question, whether mP2 can be detected in spermatids and is able to condense DNA. Since translational timing of protamines is tightly regulated to avoid premature chromatin condensation we also evaluated if PRM1 and 2 translational timing might be altered. We therefore first performed IHC on PFA fixed testis sections. The epitope of the PRM2 antibody (Hup2B, Briarpatch Bio, Livermore, USA) is located in the first half of the mP2 domain and is able to detect both, the PRM2 protein generated from the wildtype and the gene-edited Prm2^Δc^ allele. As shown in Fig 2A, PRM2 is detected starting from step 13–15 spermatids, while PRM1 can be detected as early as steps 9–11. This is consistent with previous findings and therefore suggests that PRM1 and 2 translational timing is not altered [44]. PRM1 and 2 are detected in condensed spermatid nuclei of Prm2^+/Δc^ and Prm2^-/Δc^ males, similar to the wildtype. However, strikingly, we additionally detected a PRM2 signal in the cytoplasm of spermatids and residual bodies that is strongest in Prm2^-/Δc^ males and not found in wildtype (Fig 2A). This indicates that Prm2^Δc^ cannot be correctly incorporated into sperm chromatin.

**Fig 2:**
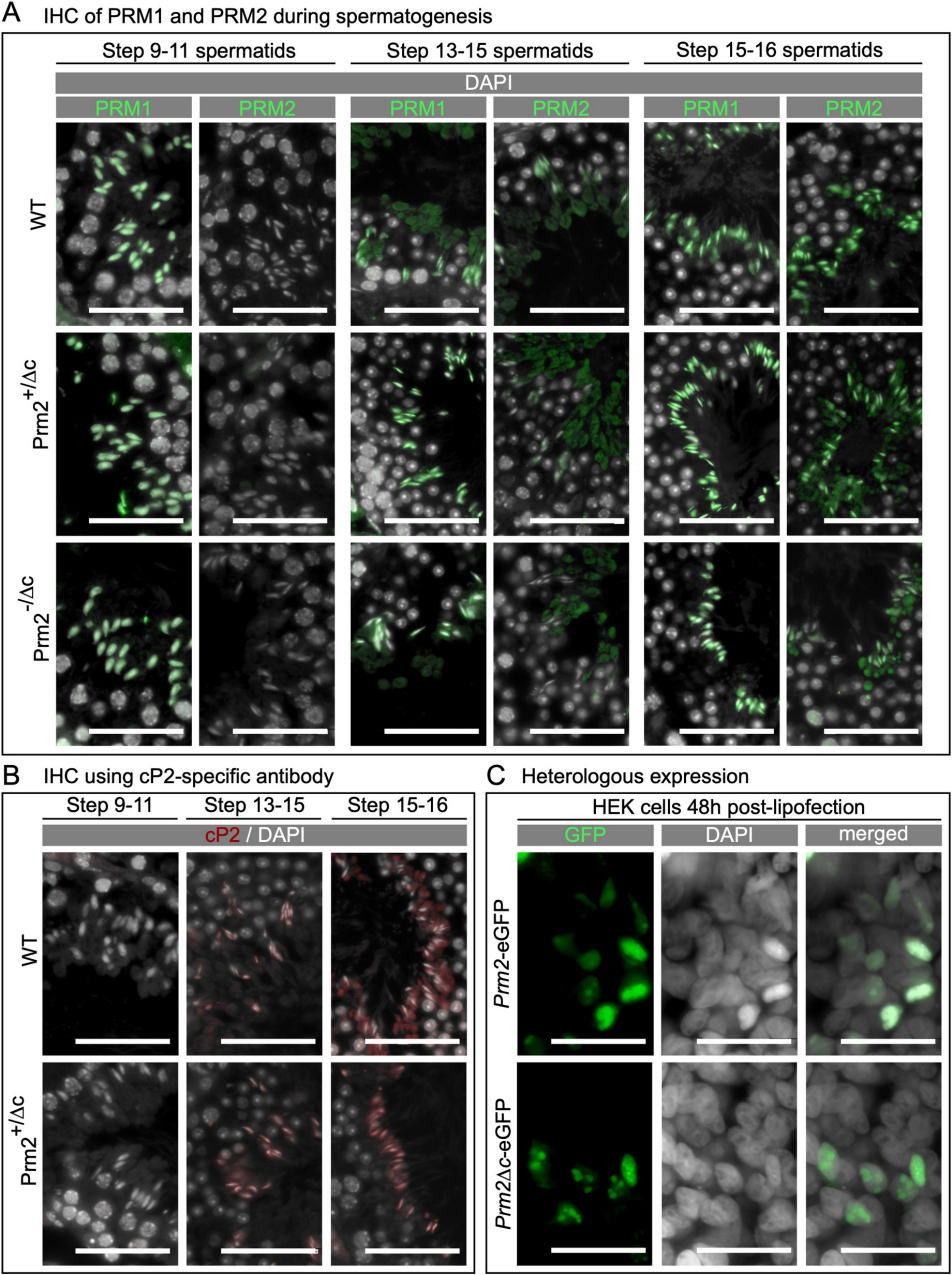
Localization and translation timing of PRM1, PRM2, unprocessed PRM2 and DNA condensing ability of Prm2^Δc^. (A) Immunohistochemical fluorescent staining of PRM2 (WT, Prm2^+/Δc^) or mP2 (Prm2^+/Δc^, Prm2^-/Δc^) (green) and PRM1 (all genotypes) (green) in testis sections, counterstaining with DAPI (pseudo-colored grey). Scale bar = 50μm. (B) Immunohistochemical fluorescent staining of unprocessed PRM2 (red) using a cP2-specific antibody in testis sections, counterstained with DAPI (pseudo-colored grey). Scale bar = 50μm. C) Fluorescent images of human embryonic kidney 293 (HEK) cells 48 hours post-transfection with plasmids encoding eGFP tagged PRM2 (*Prm2*-eGFP) or Prm2^Δc^ (Prm2^Δc^-eGFP) (green), counterstained with Hoechst (pseudo-colored grey). Scale bar = 50μm.

In order to analyze the timing of PRM2 processing in WT and Prm2^+/Δc^ and the absence of cP2 in Prm2^-/Δc^ mice we used a custom cP2-specific antibody. Consistent with IHC using the commercial PRM2 antibody (mP2 specific epitope), in WT the PRM2 precursor can be detected starting from step 13–15 spermatids (Fig 2B). However, the PRM2 precursor seems to be present almost exclusively in residual cytoplasm in condensed spermatids. This suggests that unprocessed PRM2 is present throughout spermiogenesis but remains in the residual bodies after spermiation, while only mature PRM2 is present in the nucleus. Given that the precursor is detected in the nucleus in earlier stages, it seems that unprocessed PRM2 is evicted from the nucleus during the last steps of spermatid development (Fig 2B). In Prm2^+/Δc^ males the timing of cP2 detection is similar to the WT, however, the PRM2 precursor does not seem to be correctly evicted from condensed spermatids and remains in the nucleus instead (Fig 2B).

### Prm2 and Prm2^Δc^ are able to condense DNA in somatic cells in culture

To determine if Prm2^Δc^ is able to condense DNA, we expressed PRM2 and the mP2 sequence of the Prm2^Δc^ allele tagged with eGFP in HEK293 cells. The ability of PRM1 to bind to DNA and condense nuclei when expressed *in vitro* in somatic cells had been demonstrated before by Iuso et al. [45] in sheep fibroblasts. Moritz et al. [46] showed that mP2 is able to bind and condense DNA strands using electrophoretic mobility shift and DNA curtain assays. The DNA condensation ability of mP2 has however, not been tested in somatic cell culture. Our experiments revealed that PRM2-eGFP and PRM2^Δc^-eGFP locate to the HEK293 cell nuclei and are present after 48h as large speckles in the nucleus, while a few nuclei seem to be fully condensed (Figs 2C and S5A). A western blot against GFP of HEK cells transfected with eGFP, Prm2-eGFP and Prm2^Δc^-eGFP seems to indicate that PRM2-eGFP might be cleaved in HEK cells. However, further experiments will be needed to confirm this result (S5B Fig). We therefore concluded that mP2 is able to condense the nucleus of somatic cells *in vitro* and should therefore be able to contribute to spermatid chromatin condensation *in vivo*.

To evaluate the behavior of the cP2 domain *in vitro* we transfected HEK293 cells with eGFP tagged cP2. cP2-eGFP is detected in the whole cell (S5C Fig), we therefore included a nuclear location signal (NLS) which leads to almost complete nuclear localization of cP2. cP2 does not seem to bind to DNA or initiate chromatin condensation (S5C Fig). When cP2-mCherry is co-transfected with mP2-eGFP, they do not co-localize and cP2 does not seem to take part in mP2 initiated chromatin condensation (S5C Fig). We therefore conclude that, *in vitro*, cP2 seems to only perform its intended function when part of PRM2.

### Testis histology is inconspicuous, while mature sperm are inviable and immotile in Prm2^+/Δc^ and Prm2^-/Δc^ male mice

Next, we analyzed testis mass and examined histological sections to determine the nature of the infertility. Relative testes mass did not differ from the wildtype (Fig 3A and S2 Table). Almost no viable and motile mature sperm were found in Prm2^+/Δc^ and Prm2^-/Δc^ males (Mean percent viable: Prm2^+/Δc^ = 1.7, SD = 1.31; Prm2^-/Δc^ = 0; Mean percent motile: Prm2^+/Δc^ = 0.2, SD = 0.45; Prm2^-/Δc^ = 0.25, SD = 0.5) (Figs 3A and S6 and S2 Table). Interestingly, sperm count is significantly reduced in Prm2^-/Δc^ but not in Prm2^+/Δc^ males compared to the wildtype (ANOVA: F(2) = 10.87, p<0.001; Post-hoc Tukey HSD: WT vs. Prm2^+/Δc^: p = 0.89, WT vs. Prm2^-/Δc^: p<0.001) (Fig 3A and S2 Table). To determine if the loss of cP2 affects spermiogenesis, testis and epididymis histology was evaluated by PAS staining of Bouin-fixed sections. Testis histology was inconspicuous and spermatogenesis seemed not to be affected in either genotype (Fig 3B). Epididymis histology however, shows larger round cells and vacuole-like structures, which are indicative of spermatid degradation. This was more pronounced in Prm2^-/Δc^ males compared to Prm2^+/Δc^ males (Fig 3B).

**Fig 3:**
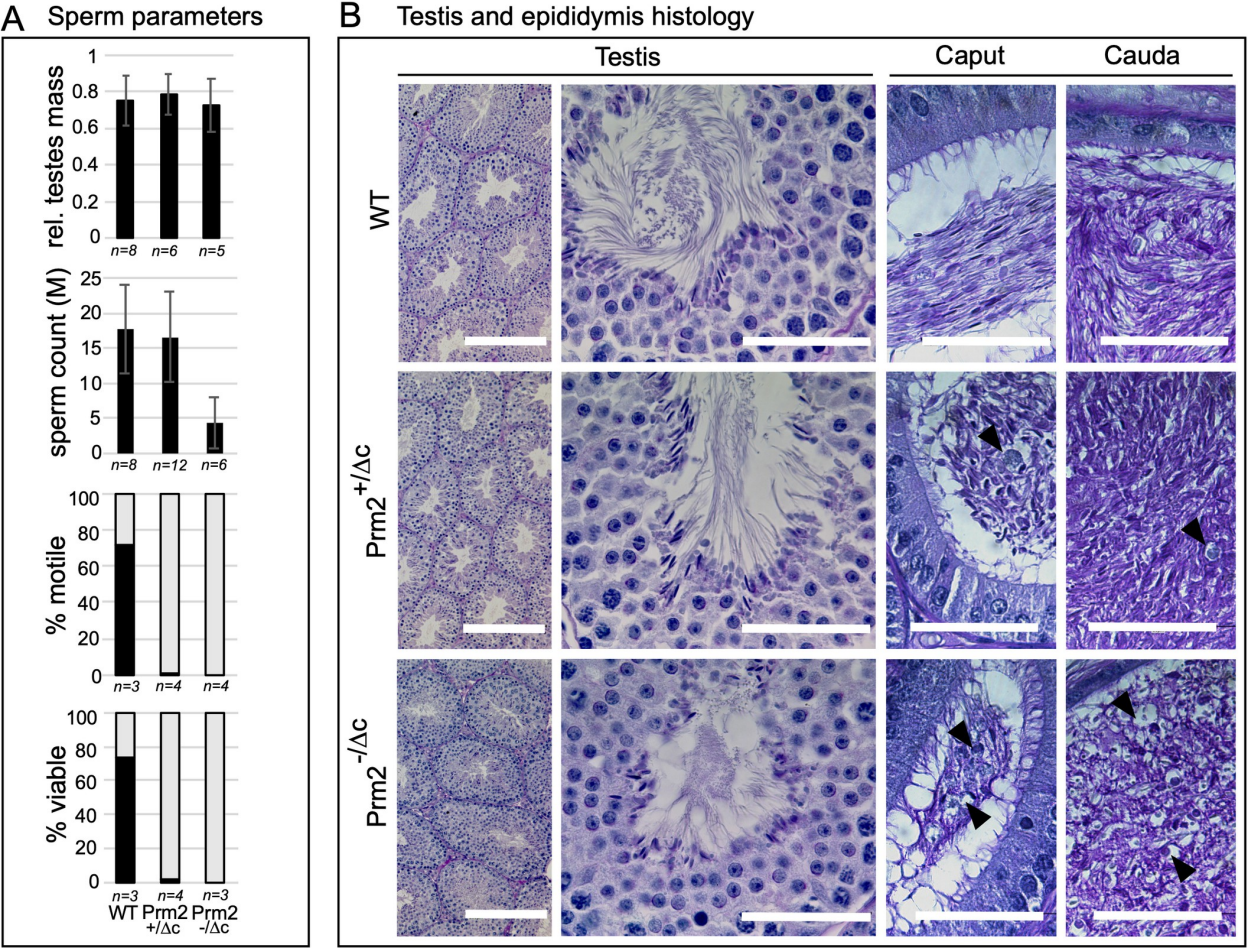
Sperm and testis parameters and histology. (A) Bar plots showing data for relative testes mass, mature sperm count, percentage of viable mature sperm (eosin-nigrosin assay) and percentage of motile mature sperm in Prm2^+/Δc^ and Prm2^-/Δc^ mice compared to wildtype. (B) PAS staining of testis and epididymal sections of Prm2^+/Δc^, Prm2^-/Δc^ and WT males. Scale bar = 50μm (200μm for left column).

### Chromatin integrity is strongly affected starting in condensed spermatids in Prm2^+/Δc^ and Prm2^-/Δc^ male mice

Since protamines condense sperm chromatin and were shown to influence sperm head morphology [20,47], mature sperm DNA integrity and nuclear morphology could be affected even though mP2 is able to condense DNA. We therefore extracted DNA from mature sperm and subjected it to agarose gel electrophoresis. DNA from sperm of Prm2^+/Δc^ males is completely fragmented (S7A Fig). TEM micrographs show nuclear envelope detachment and membrane and DNA degradation starting in condensed spermatids in the testis, which ultimately leads to complete membrane and DNA degradation in 100% of mature sperm in both genotypes (a minimum of 200 mature sperm observed in 2 individuals per genotype). The degradation appears more severe in Prm2^-/Δc^ than in Prm2^+/Δc^ males (Fig 4A). Schneider et al. [43] was able to show that during epididymal transit, Prm2^-/-^ deficient sperm underwent ROS mediated destruction, leading to DNA and membrane degradation and immotility. We therefore stained sections of epididymides against 8-Oxo-2’-deoxyguanosine (8-OHdG), which indicates oxidative DNA damage. In the caput epididymis we detected only a slight increase of the 8-OHdG signal in Prm2^+/Δc^ and Prm2^-/Δc^ males compared to the wildtype. However, in the Prm2^+/Δc^ cauda epididymis a strong increase in 8-OHdG was visible compared to the wildtype. The 8-OHdG signal in the Prm2^-/Δc^ cauda was less intense, which is likely due to the more severe degradation and reduced sperm count (Fig 4B).

**Fig 4:**
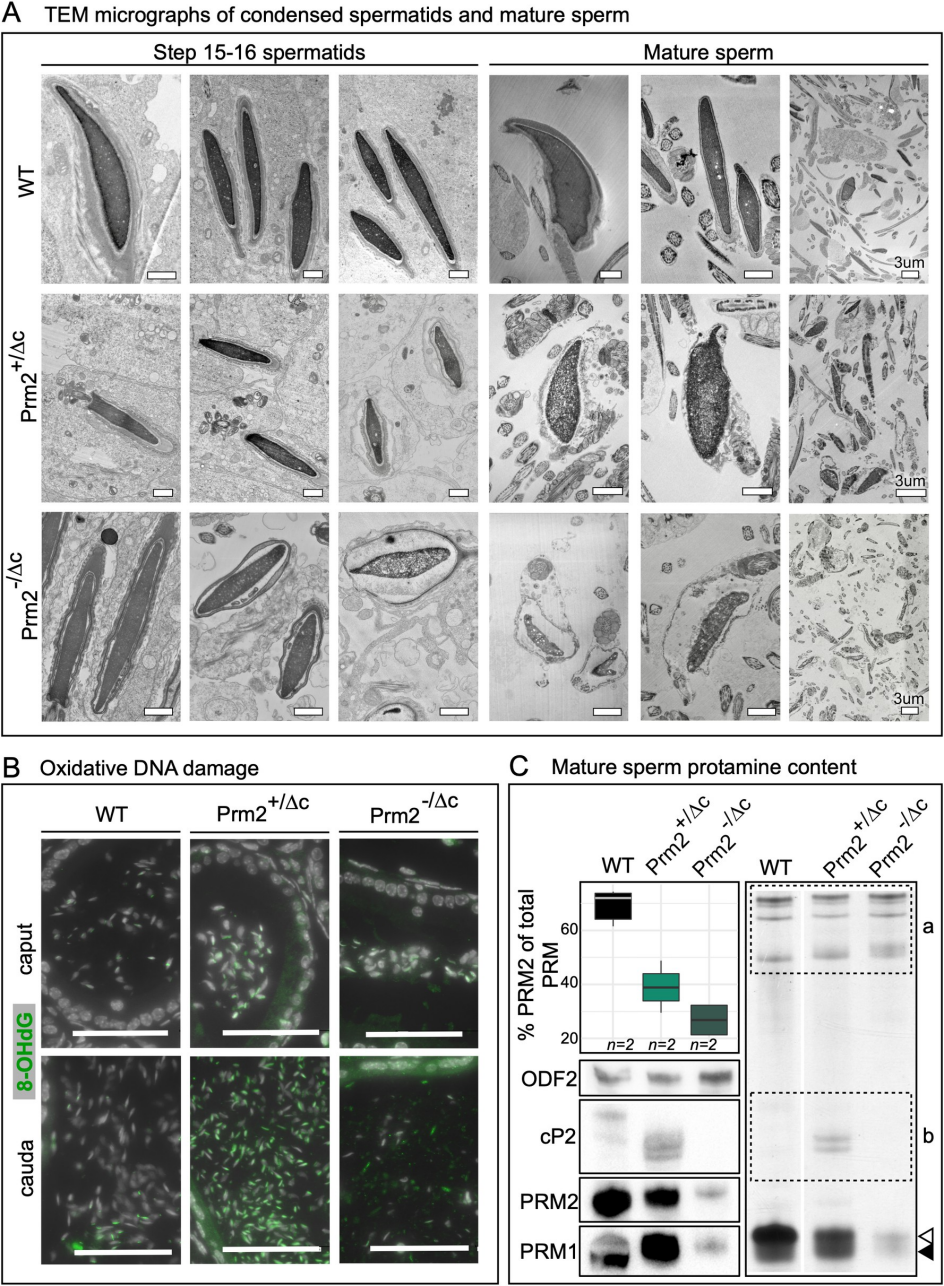
Chromatin integrity, oxidative damage and protamine content. (A) Electron micrographs of condensed spermatids and mature sperm of Prm2^+/Δc^, Prm2^-/Δc^ and WT. Scale bars = 1μm unless otherwise indicated. (B) Immunohistochemical fluorescent staining of 8-Oxo-2’-deoxyguanosine (8-OHdG) (green) in caput epididymis (upper row) and cauda epididymis (lower row) of Prm2^+/Δc^, Prm2^-/Δc^ and WT. Counterstained with DAPI (pseudo-colored grey). Scale bar = 50μm. (C) Boxplot showing the percentage of PRM2 (including PRM2 precursors) of total protamine by band density analysis of Coomassie stained acid urea gel electrophoresis (AU-PAGE) (S8C Fig). Asterisk indicates significant difference. To the right: AU-PAGE of WT, Prm2^+/Δc^ and Prm2^-/Δc^ mature sperm basic nuclear protein extractions, equal amounts of pooled sample loaded per genotype. a = non-protamine basic proteins, b = PRM2 precursors, open arrowhead indicates mature PRM2 band, solid arrowhead indicates PRM1 band. Below: Immunoblot of PRM1, PRM2, cP2 (indicating the presence of PRM2 precursor) and ODF2.

Nuclear morphology analysis revealed aberrant nuclear morphology of mature sperm in Prm2^+/Δc^ and Prm2^-/Δc^ males. Sperm from both genotypes show a significantly reduced nuclear size compared to the WT (S7B Fig and S2 Table). Prm2^+/Δc^ males show two clusters of nuclear shape, a slimmer nucleus with decreased hook curvature and a smaller hookless nucleus. This phenotype is even more severe in Prm2^-/Δc^ males, which completely lack the cP2 domain (S7B Fig and S2 Table). Of note, nuclear morphology of Prm2^-/Δc^ and Prm2^+/Δc^ deficient sperm also differs from Prm2^+/-^ and Prm2^-/-^ males.

### The protamine ratio is flipped in Prm2^+/Δc^ and Prm2^-/Δc^ males

Since the ratio between PRM1 and PRM2 is constant in mature sperm (in mice ~60% PRM2), and alterations of this ratio are associated with sperm defects and infertility [48–50], we next tested if male mice harboring the Prm2^Δc^ allele display alterations of the PRM1/PRM2 ratio. Consistent with finding in IHC, acid-urea gel electrophoresis (AU-PAGE) of mature sperm basic nuclear proteins showed several bands corresponding to PRM2 precursors in Prm2^+/Δc^ males (Fig 4C). This was also the case in Prm2^+/-^ males (S8A Fig).

Comparing the densities of the PRM1 band relative to mP2 and PRM2 precursor bands, we found the PRM ratio to be strongly altered, showing a lower percentage of PRM2 (including precursors) compared to the wildtype in Prm2^+/Δc^ and Prm2^-/Δc^ males (mean %PRM2: WT = 69,29; Prm2^+/Δc^ = 42,07; Prm2^-/Δc^ = 26.78) (ANOVA: F(2) = 18.98,p = 0.009; Post-hoc Tukey HSD: WT vs. Prm2^+/Δc^: p = 0.04, WT vs. Prm2^-/Δc^: p = 0.008). This does not seem to be the case in Prm2^+/-^ males, for which we find the percentage of PRM2 (including precursors) to be similar to the wildtype (%PRM2 = 66.57 (n = 1)) (Figs 4C and S8 and S2 Table).

By loading the same amount of pooled sperm basic protein extraction for each genotype we were able to reliably compare total protamine content by Coomassie staining and western blot. This revealed that in addition to the alteration of the protamine ratio, the amount of both protamines is severely reduced in Prm2^-/Δc^ males (Figs 4C, S8 and S9). This is already evident in the caput epididymis (S8B Fig). Of note, the PRM2 precursor is not detectable in WT mature sperm Coomassie stained AU gels since only mature PRM2 remains bound to completely condensed sperm chromatin. However, a very small amount of PRM2 precursor can be still observed in WT mature sperm in western blot (Fig 4C).

These data, together with the mP2 signal detected in condensing spermatid cytoplasm (Fig 2A), strongly suggest, that loss of the cP2 domain leads to a severe reduction of PRM2 and a moderate loss of PRM1 associated with DNA.

### Histone-to-protamine transition is incomplete in Prm2^+/Δc^ and Prm2^-/Δc^ males

Since we found the relative level of PRM2 to be reduced, and PRM2 aberrantly located in the cytoplasm and residual bodies of condensing/condensed spermatids in the testis, we next evaluated the histone-to-protamine transition. To this end, we performed IHC staining and western blots of basic nuclear protein extractions to detect histone H3, histone H4 and transition protein 1 (TNP1) in testis and epididymis. We did not find any apparent increase in total histone H3 or histone H4 signal (Figs 5A and 5B, and S9), However, in contrast to WT, TNP1 was retained in both Prm2^+/Δc^ and Prm2^-/Δc^ males in step 15–16 spermatids and caput epididymal sperm. In cauda epididymal sperm however, we did not find any visible signal of TNP1 (Figs 5A, 5B and S9). This demonstrates that loss of cP2 leads to transition protein retention.

**Fig 5:**
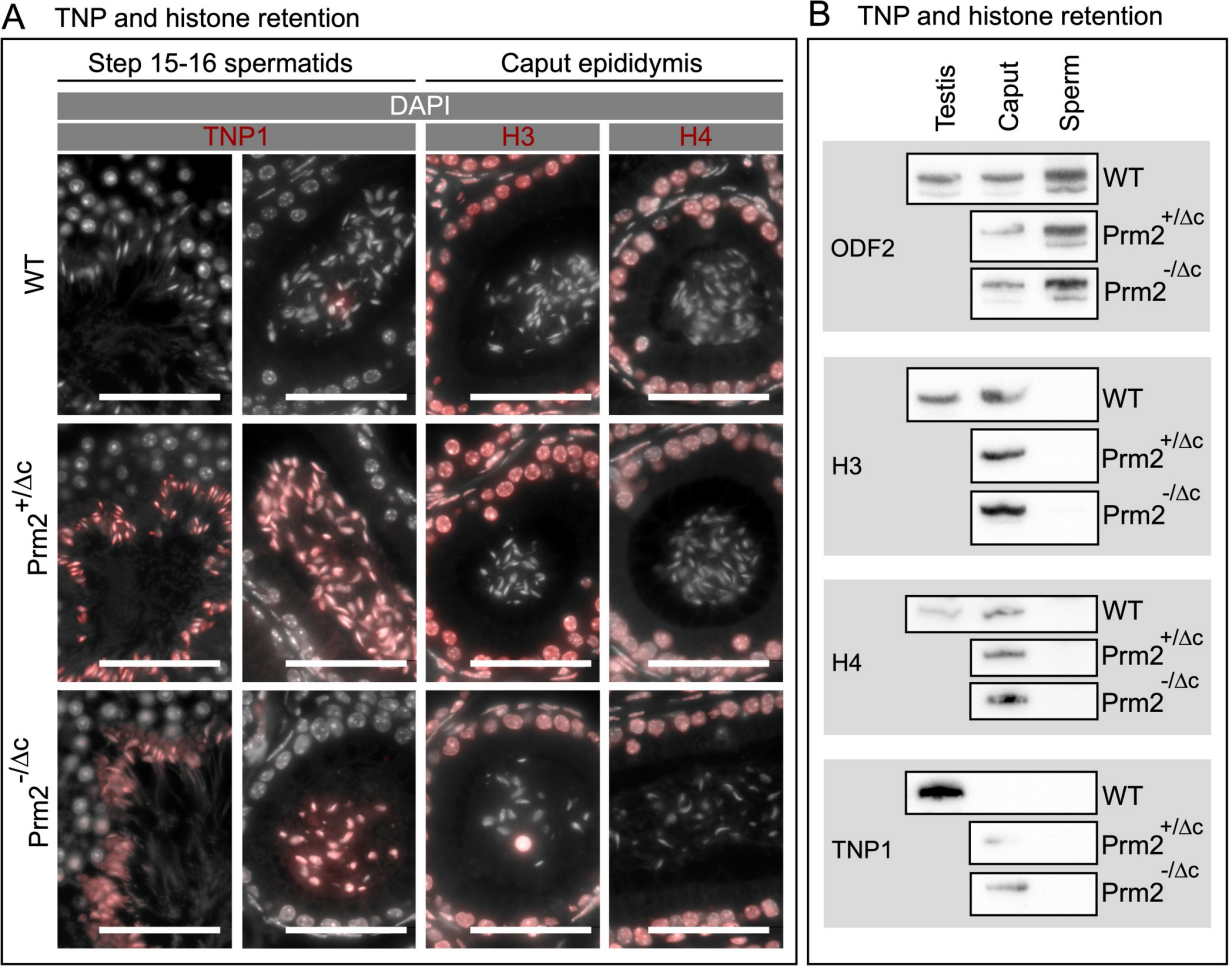
Histone H3, histone H4 and transition protein 1 IHC staining and western blot detection. (A) Two left columns: Immunohistochemical fluorescent staining of TNP1 (red) in WT, Prm2^+/Δc^ and Prm2^-/Δc^ step 15–16 spermatids and caput epididymis sections, counterstained with DAPI (pseudo-colored grey). Scale bar = 50μm. Two right columns: Immunohistochemical fluorescent staining of Histone H3 (H3) or Histone H4 (H4) (red) in WT, Prm2^+/Δc^ and Prm2^-/Δc^ caput epididymis sections counterstained with DAPI (pseudo-colored grey). Scale bar = 50μm. (B) Immunoblots against TNP1 and H3 and H4 and ODF2 as a control in testis (WT), caput epididymis (caput) and mature sperm (sperm) basic nuclear protein extractions (WT, Prm2^+/Δc^ and Prm2^-/Δc^).

In order to further investigate histone retention and alteration in nuclear protein content we performed mass spectrometric analysis on mature sperm basic nuclear protein extracts and analyzed differential abundance (DA) of the detected proteins. Compared to wildtype, we found 14 proteins to be DA in Prm2^+/Δc^ sperm, 20 in Prm2^-/Δc^ males and 24 for Prm2^-/-^ sperm. Seven proteins were DA in all three comparisons, several of those associated with stress response and/or apoptosis (HSPA2, B2M, CLU) (Fig 6A and 6B). Consistent with IHC results we did not find any histones that were significantly higher abundant in Prm2^+/Δc^ or Prm2^-/Δc^ males. We therefore conclude that histone retention is not increased in males harboring the Prm2^Δc^ allele. Interestingly in the Prm2^-/-^ samples we did find histones (H3f3, H3C, H4C) to be significantly higher abundant, indicating increased histone retention when PRM2 is completely lacking. Transition proteins and protamines were not detected due to technological limitations. Lists of DA proteins including statistics can be found in S2 Data.

**Fig 6:**
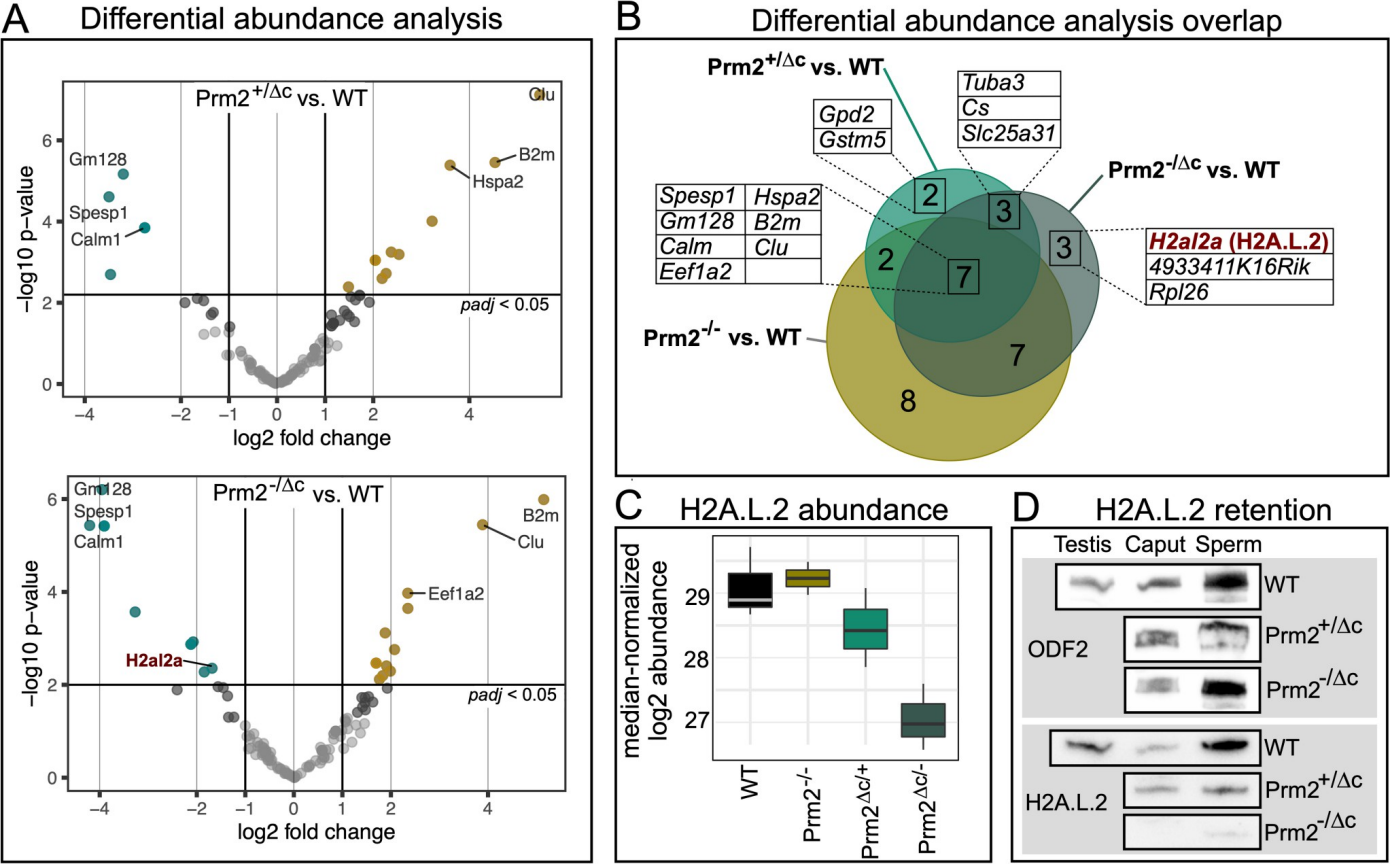
Differential abundance of mature sperm basic nuclear proteins. (A) volcano plots showing differential abundance (DA) of basic nuclear proteins in Prm2^+/Δc^ compared to WT (upper plot) and Prm2^-/Δc^ compared to WT (lower plot). Significantly DA proteins are indicated in color (teal = lower abundant, yellow = higher abundant). Top DA proteins and proteins of interest are labeled with their corresponding gene symbol. (B) Venn diagram showing the overlap between DA proteins found in the three different comparisons (WT vs. Prm2^+/Δc^, WT vs. Prm2^-/Δc^ and WT vs. Prm2^-/-^). Proteins present in overlaps of interest are listed with their corresponding gene symbol. H2A.L.2 is marked in red. (C) Boxplot of median normalized log2 abundance of H2A.L.2 in WT, Prm2^-/-^, Prm2^+/Δc^ and Prm2^-/Δc^. (D) Immunoblots against H2A.L.2 and ODF2 as a control in testis (WT), caput epididymis (caput) and mature sperm (sperm) basic nuclear protein extractions (WT, Prm2^+/Δc^ and Prm2^-/Δc^).

Eight proteins were not DA in Prm2^-/-^ compared to WT, but in Prm2^+/Δc^ and/or Prm2^-/Δc^ males. Of these, RPL26 and GSTM5 are involved in DNA damage response and/or oxidative stress pathways, while TUBA3B and ANT4 (*Slc25a31*) are related to motility. Of note, citrate synthase (CS) is specifically higher abundant in Prm2^+/Δc^ and Prm2^-/Δc^ males. Most interestingly, we found the histone H2A variant H2A.L.2 to be significantly lower abundant in Prm2^-/Δc^ males, compared to the wildtype (Fig 6A–6D). H2A.L.2 is a spermatid/sperm-specific histone variant and a key player in histone-to-protamine transition. Together with TH2B it forms a nucleosome with an open chromatin structure allowing for loading of transition proteins followed by protamine recruitment and histone and transition protein eviction by protamines [8]. We confirmed the reduction in abundance of H2A.L.2 by western blot and additionally show that this reduction is already present in caput epididymis (Fig 6D).

### H2A.L.2, TNP1 and unprocessed PRM2 localize in heterochromatin of condensed spermatids in cP2 deficient males

According to Hoghoughi et al. [51] H2A.L.2 is retained in mature sperm in pericentric heterochromatin. We therefore investigated the presence and co-localization of H2A.L.2, TNP1 and PRM2 in Prm2^-/Δc^ and Prm2^+/Δc^ males, by immunofluorescent staining of condensed step 15–16 spermatids from tubule preparations. In the WT, we found a moderately strong signal for H2A.L.2 in the pericentric region of the nucleus, with PRM2 signal in the whole nucleus (Fig 7A (a-b)). However, in Prm2^+/Δc^ and Prm2^-/Δc^ step 15–16 spermatids the H2A.L.2 signal is stronger compared to the WT and localized in DAPI-bright foci in the nucleus (Fig 7A (c-f)). DAPI-bright regions in nuclei usually correspond to heterochromatin. In mature sperm, however, the H2A.L.2 signal is almost completely lost in Prm2^+/Δc^ and Prm2^-/Δc^ males (S10A Fig), consistent with the lower abundance found in mass spectrometric analysis and western blot. Of note, the PRM2 signal is diffuse and distributed along the whole mature sperm cell, likely due to severe membrane damage and degradation (S10A Fig). TNP1 cannot be detected in WT condensed spermatids, in Prm2^-/Δc^ and Prm2^+/Δc^ however it is detected and seems to concentrate in DAPI bright regions similar to H2A.L.2 (Fig 7A (g-l)). Unprocessed PRM2 cannot be detected in the WT or Prm2^-/Δc^ males as expected. However, in Prm2^+/Δc^ a similar localization concentrating in DAPI-bright regions of the nucleus can be observed (Fig 7A (m-r)).

**Fig 7:**
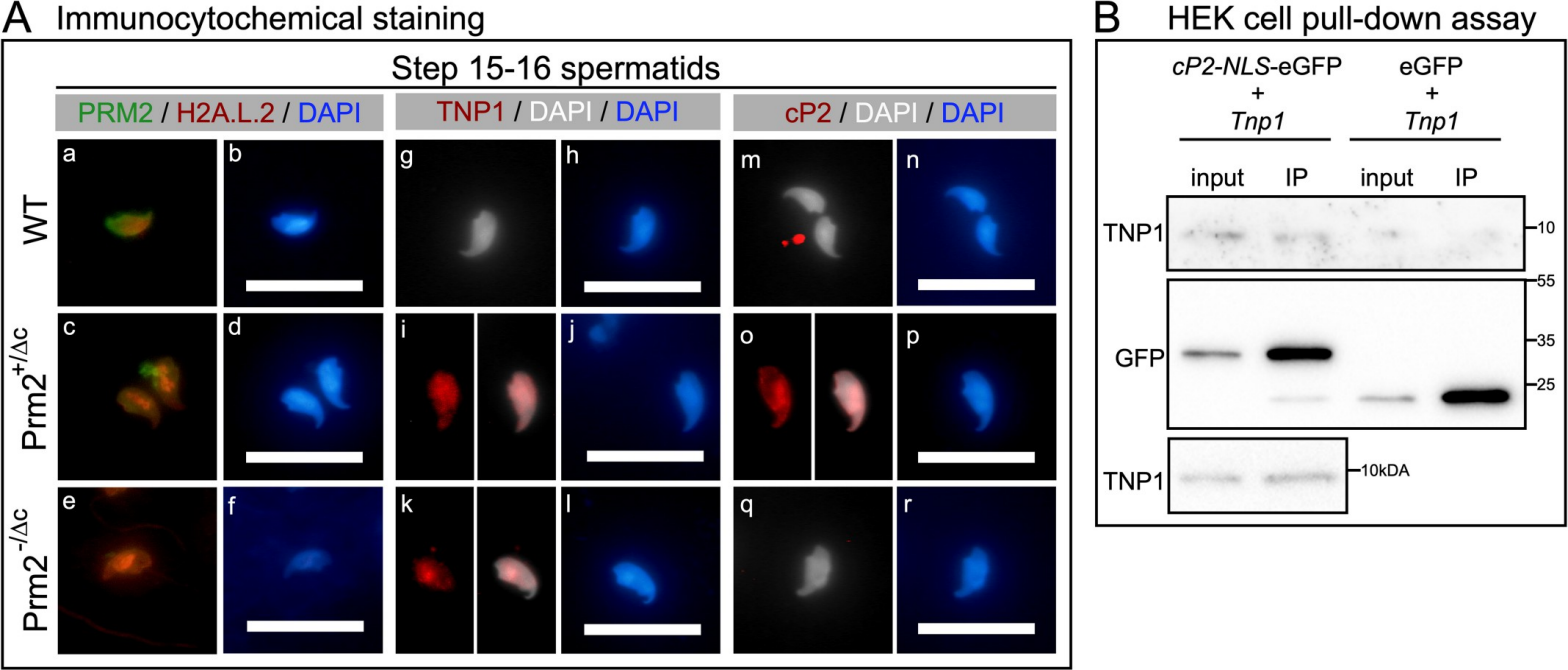
Immunocytochemical staining of H2A.L.2 and PRM2 as well as TNP1 and unprocessed PRM2. (A) (a-f) Immunocytochemical fluorescent staining of H2A.L.2 (red) and PRM2 (green) in WT, Prm2^+/Δc^ and Prm2^-/Δc^ step 15–16 spermatids from tubule preparations. Counterstained with DAPI (blue). (g-l) Immunocytochemical fluorescent staining of TNP1 (red) in WT, Prm2^+/Δc^ and Prm2^-/Δc^ step 15–16 spermatids from tubule preparations. Counterstained with DAPI (pseudo-colored grey or blue). (m-r) Immunocytochemical fluorescent staining of cP2 indicating the PRM2 precursor (red) in WT, Prm2^+/Δc^ and Prm2^-/Δc^ step 15–16 spermatids from tubule preparations. Counterstained with DAPI (pseudo-colored grey or blue). Scale bar = 20μm. (B) Immunoblots against GFP and TNP1 of GFP pull-down assay of HEK293 cells co-transfected with cP2-NLS-eGFP (pCP2-NLS-eGFP-N3) and untagged TNP1 (pTnp1-STOP-mCherry-N1) or eGFP (pEGFP-N3) and untagged TNP1. Immunoblot was repeated for cP2-NLS-eGFP and untagged TNP1 co-transfected samples (lower blot).

Finally, Co-transfection of cP2 tagged with an NLS signal and eGFP and untagged *Tnp1* in HEK293 followed by GFP pull-down indicated that the cP2 domain might interact with TNP1 *in vitro* (Figs 7B and S10B). This should be confirmed by further experiments.

## Discussion

The crucial role of protamines in the process of sperm chromatin reorganization is well known. However, why two protamines are needed in some species, while PRM1 seems to be sufficient in others is still unclear. The main difference between PRM1 and PRM2 is the highly conserved N-terminal cleaved PRM2 domain (cP2). Its function remains elusive to date. Using gene-editing we generated mice lacking the cleaved-*Prm2* (cP2) domain. We show that the cP2 domain is indispensable for PRM2 function and required for male mouse fertility. Mice heterozygous for the deletion of the domain display inviable and immotile sperm. Loss of cP2 leads to severe retention of transition proteins and reduced incorporation of PRM2 into nucleo-protamine. Instead, mature-PRM2 (mP2) is aberrantly found in spermatid cytoplasm and residual bodies. While overall histone retention is not increased, the histone variant H2A.L.2 is less abundant in mature sperm deficient in cP2.

Firstly, mP2 expressed from the Prm2^Δc^ allele was detected in the nucleus of condensed spermatids of cP2 deficient mice and was shown to be able to condense somatic cell DNA *in vitro* similar to PRM2, or PRM1 [45]. We therefore conclude that the mP2 domain produced by gene editing seems to maintain its main function during spermiogenesis in cP2 deficient mouse lines. Male Prm2^+/Δc^ mice are infertile, show complete fragmentation of mature sperm DNA, loss of viability and immotility of mature sperm. This is in contrast to PRM2^+/-^ males, which remained fertile [6]. In order to test, whether the infertility of Prm2^+/Δc^ mice is due to an aberrant interaction between mP2 and the wildtype PRM2 precursor, we bred the Prm2^Δc^ allele with the Prm2^Δ97bp^ mouse line generated and analyzed by Schneider et al. [6,43]. However, mice expressing only mP2 (Prm2^-/Δc^) were also infertile showing an even more extreme phenotype than Prm2^+/Δc^ males. Since Prm2^+/-^ male mice are reported to be fertile, these data clearly indicate, that loss of cP2 leads to male infertility in mice. We speculate, that this holds also true for all other species which harbor a functional PRM2 gene. Additionally, the infertility of Prm2^+/Δc^ strongly suggests a dominant effect of the deletion, possibly due to an aberrant interaction with another key protein such as transition proteins, PRM1 or H2A.L.2.

Since mature sperm chromatin is completely fragmented in cP2 deficient males and mature sperm are inviable and immotile similar to Prm2^-/-^ sperm, we suspected that sperm might undergo epididymal degradation mediated by oxidative stress. Schneider et al. [43] showed that loss of PRM2 seems to lead to reduced antioxidant capacity of sperm, initiating an oxidative stress-mediated destruction cascade during epididymal transit. Indeed, cP2 deficient mice showed a strong increase in oxidative DNA damage in the cauda epididymis. Prm2^-/Δc^ sperm seem to be degraded to an extent that many of the caudal sperm are completely disintegrated, leading to a significantly reduced sperm count. However, ultrastructural imaging of condensed spermatids indicates that the membrane and DNA degradation is initiated in the testis and then increases throughout epididymal transit. This initiation of degradation might be correlated to the aberrant eviction of mP2 from the nucleus during this stage of sperm development. Interestingly, and in contrast to Prm2^-/-^ mice, also in Prm1^-/-^ mice DNA damage can be detected in the testis already.

Given the timing of *Prm2* expression and processing, the primary effects of cP2 loss are likely to be found during the transition from histone-bound to protaminized DNA in the final stages of spermiogenesis. Barral et al. [8] describe this transition taking place by assembly of a histone (TH2B and H2A.L.2)—transition protein (TNP1 and TNP2) interface followed by protamine recruitment and processing. Protamines themselves subsequently replace histones. This process is disrupted in cP2 deficient mice.

Firstly, in cP2 deficient mice mP2 is detected in the cytoplasm and residual bodies in addition to the signal found in the nucleus, indicating that mP2 is not completely incorporated into the condensing chromatin. In consequence, the protamine ratio changes from 2:1 in wildtype to 1:2–1:5 in cP2 deficient sperm. Surprisingly, in addition to the altered ratio, in Prm2^-/Δc^ mice we found the amount of PRM1 to be also severely reduced in caput and cauda epididymal sperm. The loss of cP2 thus seems to affect the incorporation of both protamines. This indicates, that the cP2 domain facilitates incorporation of protamines and the assembly of nucleo-protamine.

Secondly, in Prm2^+/Δc^ mice unprocessed PRM2 can be detected in condensed spermatid nuclei and in caput and cauda epididymal sperm. While in WT condensed spermatids unprocessed PRM2 seems to accumulate in cytoplasm and residual bodies in Prm2^+/Δc^ mice it is detected in the nucleus and does not seem to be evicted into the cytoplasm. Incomplete PRM2 processing has been reported in several mouse models of genes involved in the histone-to-protamine transition, such as transition proteins, PRM1 and H2A.L.2 [8,21,23,38,46,52]. At least in this study, however, it seems that rather than failure of complete processing of PRM2 we see a failure of eviction of unprocessed PRM2 into the cytoplasm. If this is the case for the other mentioned mouse models remains to be determined.

Further, we found retention of TNP1 in condensed testicular spermatids and caput epididymal sperm, indicating that the eviction of TNP1 is hampered due to the loss of cP2 or that TNP1 is binding DNA in a competitive manner. Of note, a recent study investigating a single residue mutation in PRM1 showed increased histone retention, but no disturbances in transition protein retention in such mice [46]. In Prm1^-/-^ transition protein retention is also present, albeit weaker than seen here [38]. Transition proteins are believed to aid in chromatin condensation by stabilizing the DNA in a non-supercoiled state, cooperating with topoisomerases to relieve torsional stress and to be involved in DNA repair during chromatin condensation [53–55]. Loss of either transition protein results in incomplete PRM2 processing [21,52,56] and TNP2 was shown to interact with PRM2 [8]. This demonstrates that transition proteins are required for proper PRM2 processing during nucleo-protamine assembly. The fact that we find severe retention of TNP1 in condensed spermatids indicates, that the cP2 domain in turn, is required for the proper processing (i.e. eviction) of TNP1. Indeed, we were able to provide tentative evidence that cP2 might interact with TNP1. Our results show that cP2 tagged with eGFP seems to be able to pull down TNP1 in somatic cell culture. Further analyses will be needed to confirm these results and to determine if the mP2 domain is able to interact with TNP1 as well. Of note, Rezaei-Gazik et al. [57] have recently shown that unprocessed PRM2 co-localizes with TNP1 in elongating mouse spermatids. The fact that transition protein were also slightly retained in Prm1^-/-^ mice could be related to the strong presence of unprocessed PRM2 in these mice.

Surprisingly, unlike transition proteins, overall histone retention was not increased. This was confirmed by H3 and H4 immunostaining, western blot and mature sperm basic nuclear protein abundance analysis. Interestingly, we do find an increased retention of H3 and H4 variants in Prm2^-/-^ deficient sperm. This suggests, that the global amount of retained histones is unaffected in cP2 deficient mice, and hence not controlled by the protamine ratio or PRM2 processing.

However, the retention of transition proteins detected in cP2 deficient mice seems to go along with altered retention of H2A.L.2. During the first steps of chromatin condensation H2A.L.2, together with TH2B provides an open chromatin interface necessary for transition protein loading. Barral et al. [8] showed, that deletion of H2A.L.2 leads to infertility, aberrant transition protein loading and disturbed processing of PRM2. In mature sperm H2A.L.2 was shown to be retained in pericentric heterochromatin [51,58]. This retention seems to be lost in Prm2^-/Δc^ caput epididymal sperm, where H2A.L.2 was shown to be significantly lower abundant. However, a H2A.L.2 signal can still be observed in Prm2^-/Δc^ condensed spermatids in the testis, were it overlaps with atypical speckles of bright DAPI signal. A similar signal can be seen for TNP1 in Prm2^+/Δc^ and Prm2^-/Δc^ mice and for unprocessed PRM2 in Prm2^+/Δc^ mice. Thus, it seems that H2A.L.2-transition protein complexes (together with unprocessed PRM2, when present) are retained in aberrant clumps of heterochromatin in condensed spermatids of cP2 deficient mice, after which H2A.L.2 seems to be evicted or lost, in Prm2^-/Δc^, in which cP2 is completely absent.

Protamines have a strong electrostatic attraction to DNA due to arginine clusters [46]. This allows protamines to condense DNA even in the absence of spermatid specific histones and transition proteins, as shown in *in vitro* assays in somatic cells and in this study [45]. However, uncontrolled or unbalanced binding of protamines might lead to strong torsional stress and DNA damage. A controlled stepwise chromatin condensation therefore could be required to maintain chromatin integrity. Moritz et al. [46] recently showed that the PRM2 precursor has a lower DNA binding affinity than mP2, leading to faster DNA condensation by mP2. Barral et al. [8] suggested that transition proteins buffer protamine incorporation by allowing for ordered protamine loading and (or possibly through) PRM2 processing. By losing the cP2 domain this processing step is skipped. We therefore propose, that the aberrant interaction with transition proteins due to cP2 deficiency leads to random mP2 binding, leading to strong hypercondensation of open chromatin resulting in DNA strand breaks. Transition protein-loaded chromatin, however, cannot be freed without the interaction with the cP2 domain and does not allow for mP2 or PRM1 loading, leading to incomplete protamine incorporation and retention of H2A.L.2 –transition protein complexes in aberrantly located heterochromatin foci, that are lost when the cP2 domain is completely lacking, starting in the testis and being completed during epididymal transit.

In conclusion, our results show that the cleaved domain of PRM2 is essential for sperm function and fertility. Loss of the domain leads to incomplete protamination, a switch in the protamine ratio and transition protein retention in epididymal sperm. Starting in condensed spermatids, cP2 deficient sperm are degraded, leading to complete DNA fragmentation. cP2 seems to be necessary for correct interaction between the H2A.L.2 - transition protein complex and PRM2 and might directly interact with TNP1. We were able to provide a first glimpse into the function of cleaved PRM2 and PRM2 processing, that opens up multiple avenues for further investigation.

## Supporting information

S1 Fig Gene editing. A) Schematic representation of CRISPR/Cas9 mediated gene editing. Gene-edited coding sequence and predicted translation are shown. B) ssODN repair template used during CIRSPR/Cas9 gene editing to evoke HDR mediates double strand break repair, fixing the startcodon and reading frame. C) Gene-edited coding sequence, including intron and predicted translation compared to the WT sequence.
(TIFF) Click here for additional data file.

S2 Fig Schematic view of representative sections of expression plasmids used in this study. (TIFF) Click here for additional data file.

S3 Fig Barplot showing average DESeq2 normalized read counts of Tnp1, Tnp2 and Prm1 for WT, Prm2+/Δc and Prm2-/Δc. B) Representative cutout of mapping of RNAseq reads to the genes present in the Protamine cluster.
(TIFF) Click here for additional data file.

S4 Fig Representative cutout of RNAseq read mapping to the *Prm2* gene locus. (TIFF) Click here for additional data file.

S5 Fig Heterologous expression. A) Heterologous expression of plasmids encoding eGFP tagged PRM2 (Prm2-eGFP), mP2 (mP2-eGFP) or eGFP (pEGFP-N3) in human embryonic kidney 293 (HEK) cells 48 hours post-transfection. Scale bar = 50μm. B) Western blot against GFP (Anti-GFP antibody ab6556, 1:1000) of protein extraction from HEK cells transfected with GFP (pEGFP-N3), cP2 (cP2-NLS-eGFP), mP2 (Prm2Δc-eGFP) or Prm2-eGFP. C) Heterologous expression of plasmids encoding eGFP tagged cleaved-PRM2 (cP2-eGFP) or tagged cleaved-PRM2 including a nuclear location signal (NLS) (cP2-NLS-eGFP; cP2-NLS-mCherry). Lower panel shows heterologous co-expression of mP2 (mP2-eGFP) and cP2-NLS-mCherry in human embryonic kidney 293 (HEK) cells 48 hours post-transfection. White scale bar = 50μm; grey scale bar = 10μm.
(TIFF) Click here for additional data file.

S6 Fig Representative images of eosin-nigrosin stained mature sperm. (TIFF) Click here for additional data file.

S7 Fig Chromatin integrity, nuclear morphology and protamine content. A) Agarose gel of DNA extracted from WT, Prm2+/-, Prm2-/- and Prm2+/Δc mature sperm. B) Comparison of mature sperm nucleus consensus shapes of WT, Prm2+/-, Prm2-/-, Prm2+/Δc and Prm2-/Δc resulting from nuclear morphology analysis. Numbers inside the consensus shapes indicate the number of nuclei assessed and assigned to the respective consensus shape cluster. Upper row shows the consensus shape of the different gene edited lines overlaid with the wildtype consensus shape. cl. = cluster. Boxplot of nuclear head area calculated during Nuclear Morphology Analysis. Below: detection parameters used for nuclus detection in the Nuclear Morphology program [33]
(TIFF) Click here for additional data file.

S8 Fig Acid-Urea PAGE coomassie stained pictures. A) Gels loaded with the same amount of pooled samples for evaluation protamine content. B) Acid-urea gel electrophoresis (AU-PAGE) of WT, Prm2+/Δc and Prm2-/Δc caput epididymis basic nuclear protein extractions. C) Lanes used for analysis of protamine ratio are indicated. Asterisk indicate lanes with samples belonging to different studies and not used in this study.
(TIFF) Click here for additional data file.

S9 Fig Western blot membranes of acid-urea PAGE used in this study. (TIFF) Click here for additional data file.

S10 Fig Immunofluorescent staining of mature sperm and western blots of SDS-PAGE from HEK cell pull-down assays. A) Immunohistochemical staining of H2A.L.2 and PRM2 in mature sperm extracted from cauda epididymis. Counterstained with DAPI (blue). Scale bar = 20μm. B) Immunoblots of transfected HEK cell protein extractions and HEK cell pull-down assays. IP = immuno-precipitation.
(TIFF) Click here for additional data file.

S1 Table Oligo DNA sequences used in this study. (XLSX) Click here for additional data file.

S2 Table Fertility, testes mass, sperm count, viability, motility, protamine 2 content and nuclear morphology numerical data. (XLSX) Click here for additional data file.

S3 Table Antibodies and dilutions. (XLSX) Click here for additional data file.

S1 Data Differential expression analysis data. (XLSX) Click here for additional data file.

S2 Data Mass spectrometric and differential abundance data. (XLSX) Click here for additional data file.

How the deposited data were processed for this re-analysis (not part of the article)

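Testis RNA of 9 mice was analysed, 3 each of WT, Prm2+/Δc and Prm2-/Δc. The sample labels call the last group hom, and S1 Data of the paper pairs this name with Prm2-/Δc. Each library is 1 mouse, and no libraries were pooled. No pair of the 36 library pairs differed by as little as sampling noise, since the smallest chi-square per locus was 28.6 over loci with at least 10 counts in both libraries.

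The authors prepared 3′ mRNA libraries (QuantSeq), sequenced 50 bp reads, mapped them with HISAT2 2.1 to GRCm38 with the annotation of Ensembl release 89 and assembled and quantified loci with StringTie 1.3.3. The values they deposited are estimated counts (expected counts) per gene or assembled locus from StringTie's preDE script, which multiplies coverage by length and divides by a read length, with a default of 75, before rounding to whole numbers. The paper's text does not name the read length given to it. The estimated counts were used as deposited, and 0 values were not whole numbers. All count columns of the table were used. The paper tested with DESeq2 1.16.1 at an adjusted p under 0.05 and a log2 fold change over 1.

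Depth was between 9070746 and 20320362 counts per library, with medians of 11314641 in WT, 16347645 in Prm2+/Δc and 14789266 in Prm2-/Δc. A group in which every library had at most 3 counts was treated as at the floor, and folds against it are lower bounds. The values count reads and not molecules, so floors cover counting error only.

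Names were taken from the sheets of differentially expressed genes in S1 Data for 150 StringTie loci and from the annotation's name table for 24873 of the 24982 Ensembl rows. The 4 loci of the protamine cluster were identified from the order of the loci along chromosome 16, and the one read as Prm2 also from Fig 1C. Tnp1 and other genes the paper names were not analysed here, since these sheets do not name their loci. For the same reason the tests on 9 testis cell type lists are void: between 0% and 60% of the genes of a list had a named row, under the 80% set as a minimum. This holds for spermatogonia (30%), spermatocytes (0%), round spermatids (0%), elongating spermatids (0%), Sertoli cells (8.33%), Leydig cells (10%), peritubular myoid cells (12.5%), red blood cells (28.6%) and epididymis (60%). Of the 32 sperm proteins listed in S2 Data, 1 (3.12%) had a named row, so their transcripts were not tested. Enrichment of GO terms was not tested. The sheet of normalized counts in S1 Data was at hand only in part, and was not used here, so names that it may give to further loci are missing from all of these numbers.

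The main test was edgeR 4.0.16 (glmQLFit and glmQLFTest in R 4.3.3) on the 2 groups compared, with TMM normalization, filterByExpr and Benjamini-Hochberg adjustment. Calls needed an adjusted p under 0.05 and an absolute log2 fold change over 1. Standard errors are the absolute log2 fold change divided by the square root of the F statistic. Normalized counts and their exact permutation tests, two-sided over all splits of 3 against 3, used the size factors of DESeq2 1.42.0 over all 9 libraries. The genes named are those of the protamine cluster, those the paper names or S1 Data lists for both genotypes where their locus has a name, and per comparison the 3 largest increases and 3 largest decreases among called genes whose groups did not overlap. This rule, the tests between genotypes, their alternatives and the draws for the shared WT libraries described next were set before the data were examined, apart from the alternative of DESeq2 with ashr 2.2.63 shrinkage, which was chosen after seeing the data. The other splits of the libraries, the count of loci with separate levels and the other tests of what lies behind a result were chosen after the results had been seen, except a count of loci around Rps20 and Fam110b.

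Alternatives were DESeq2 with fitted fold changes and with apeglm 1.24.0 shrinkage, DESeq2's size factors or library totals in edgeR, no filter (at least 1 count), a mean of at least 10 counts, all 9 libraries in one fit, a robust dispersion, the replicate number as a block, rows of one gene name summed, counts multiplied by 1.5 for a read length of 50 in place of 75, no cutoff on the fold change, a test against a log2 fold change of 1 (glmTreat), and each replicate left out in turn. All splits of the 6 libraries of a comparison into 3 and 3 were refitted with edgeR and DESeq2, 10 splits per comparison. For the effect of the shared WT libraries, counts of both mutant groups were drawn 10 times from each locus's mean over all 9 libraries and edgeR's tagwise dispersion. They were compared with the WT libraries as deposited. A locus that differs between WT and mutant libraries keeps a part of this difference in the draws. Only rows kept by filterByExpr were drawn.

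The tests were checked on simulated counts for 17815 loci with 200 changed by a log2 fold change of 2, all drawn from loci with a mean of at least 50 counts, so that recovery at lower counts was not measured. edgeR called 126 of the 200 (63%) and 13 unchanged loci, and DESeq2 called 173 (86.5%) and 77 unchanged loci. A count of loci with 2 levels of expression was checked on 9909 simulated loci with 200 planted 4-fold patterns, of which it found 197 (98.5%), with 0 among the others. The simulated spread between libraries was far smaller than that of the data, and patterns were planted only in the more abundant loci. Recovery at the spread of the data was not measured. With the spread of each locus and no planted pattern, a mean of 177.9 loci were counted.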

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

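The direct comparison of both mutant genotypes was planned, and the tests of what lies behind its results were chosen after these had been seen. Slc25a3 on chromosome 10 was the one named gene whose difference from WT was itself different between both mutant genotypes, in a direct test of Prm2-/Δc against Prm2+/Δc testes. Its log2 fold change between them was 3.85 (standard error 0.18, adjusted p = 0.0078 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). It had 1538 ± 105 normalized counts (SD, n = 3) in WT, 111 ± 15.3 in Prm2+/Δc and 1601 ± 183 in Prm2-/Δc testes, and the 3 Prm2+/Δc libraries lay below the other 6. It was called in 12 of 13 other settings and in 4 of 6 fits that left out one mouse, but not without Prm2+/Δc replicate 2 or 3 (adjusted p = 0.0528 and 0.0929 in edgeR, within a range from 0.00244 to 0.0929 over the 6). Both genotypes carry the Prm2Δc allele, and they differ in carrying a WT or a deleted second allele. Library totals and DESeq2's size factors hardly moved the median of all loci or the loci of the protamine cluster in this comparison, so they do not test a technical source in the scaling. What stays open, besides a genotype effect, is a match by chance, since such patterns arise between single libraries: 208 loci parted any 3 libraries from the other 6 by a gap of over 2-fold, of which, with the labels as given, 8 matched a genotype where 7.43 are given by chance over the 84 ways, and Slc25a3 is the 1 that set Prm2+/Δc apart. Reads shared with copies of the gene were not tested.

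The other locus that differed between both mutant genotypes was MSTRG.677, which has no name in the sheets of differentially expressed genes in S1 Data, with a log2 fold change of 7.76 (standard error 0.48, adjusted p = 0.0215 from the same edgeR test) between Prm2-/Δc and Prm2+/Δc testes. It had 1268 ± 341 normalized counts (SD, n = 3) in Prm2-/Δc and 6.00 ± 3.64 in Prm2+/Δc testes. In WT, replicate 3 had 815 normalized counts, below the lowest Prm2-/Δc library (1024), and replicates 1 and 2 had 7.48 and 14.5. If the labels of WT replicate 3 and Prm2-/Δc replicate 3 were exchanged, the WT library apart from the other two would have 1658 normalized counts. The call was present in 11 of 13 other settings and in 3 of 6 fits that left out one mouse, but not without Prm2+/Δc replicate 2, Prm2+/Δc replicate 3 or Prm2-/Δc replicate 2 (adjusted p = 0.111, 0.179 and 0.0516 in edgeR, within a range from 0.00577 to 0.179 over the 6). Levels that vary between single libraries could give this pattern. At the loci S1 Data lists for Prm2-/Δc, the Prm2+/Δc libraries lay on both sides of the midpoint in 59.4%. Intermediate levels in Prm2+/Δc testes could give this share as well. Outliers were not tested in groups of 3.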

How the results depend on the processing

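Prm2 stayed uncalled against WT under every alternative run. Its log2 fold change lay between -0.18 and 0.00 in Prm2+/Δc and between 0.00 and 0.12 in Prm2-/Δc under the alternatives with all mice, the values nearest 0 being those with shrinkage, and between -0.21 and -0.08 and between 0.05 and 0.19 in the fits that left out one mouse. With DESeq2 the counts of called genes changed to 37 higher and 46 lower in Prm2+/Δc, 24 higher and 45 lower in Prm2-/Δc, 108 between Prm2-/Δc and Prm2+/Δc, and 5 higher and 5 lower in both genotypes. With apeglm shrinkage they were 36, 23, 24, 29, 81, 5 and 4 in the same order. With ashr shrinkage, chosen after seeing the data, they were 36, 42, 24, 43, 98, 5 and 4. With all 9 libraries in one fit they were 2, 3, 2, 5, 4, 2 and 2. The test against a log2 fold change of 1 gave 3 higher genes in Prm2+/Δc, and no filter on low counts gave 6 genes between Prm2-/Δc and Prm2+/Δc. The cause was not tested in any of these. DESeq2's size factors in edgeR, library totals, a mean of at least 10 counts, a robust dispersion, rows of one gene name summed, counts multiplied by 1.5 and no cutoff on the fold change moved no count of calls by over 1.5 times.

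The replicate numbers do not pair the mice, since the correlation of the deviations of same-numbered libraries ranged from -0.23 to 0.07. With the replicate number as a block, 1 higher and 2 lower genes were called in Prm2+/Δc, 0 higher and 0 lower in Prm2-/Δc, 0 between Prm2-/Δc and Prm2+/Δc, and 0 higher and 0 lower in both.

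Across the 6 fits of a comparison that each left out one mouse, from 5 to 14 genes were higher and from 7 to 23 lower in Prm2+/Δc, from 0 to 5 higher and from 0 to 17 lower in Prm2-/Δc, and from 0 to 70 differed between Prm2-/Δc and Prm2+/Δc. Across the 9 fits for both genotypes, from 0 to 1 were higher and from 0 to 3 lower in both. The highest counts came without WT replicate 3 for Prm2+/Δc (14 and 23) and for higher genes in both genotypes (1), without Prm2-/Δc replicate 2 for higher genes in Prm2-/Δc (5), and without Prm2-/Δc replicate 3 for lower genes in Prm2-/Δc (17), for lower genes in both genotypes (3) and for Prm2-/Δc against Prm2+/Δc (70). The log2 fold change of Tnp2 in Prm2+/Δc reversed with library totals (-0.014) and without Prm2+/Δc replicate 2 (-0.032), in a range from -0.032 to 0.077 across the 6 fits that each left out one mouse. That of Prm1 in Prm2+/Δc reversed without WT replicate 2 (0.008), in a range from -0.21 to 0.008. Without Prm2-/Δc replicate 3, that of Prm1 reversed in Prm2-/Δc against WT (-0.286, range from -0.286 to 0.527) and against Prm2+/Δc (-0.185, range from -0.185 to 0.635), that of Prm3 against WT (0.023, range from -0.24 to 0.023) and against Prm2+/Δc (0.149, range from -0.111 to 0.149), and that of Slc25a3 in Prm2-/Δc against WT (-0.032, range from -0.032 to 0.143). Prm3 in Prm2-/Δc against Prm2+/Δc also reversed without Prm2+/Δc replicate 3 (0.027). The cause was not tested. Of all 416 log2 fold changes of named genes under settings with all mice, 369 kept their direction and side of the threshold, 13 were no longer called, 33 were newly called and 1 reversed. Of 227 that left out one mouse, these numbers were 198, 16, 5 and 8. The mean normalized counts of Tnp2 in WT with library totals (79116) moved by over 1 SD, and the other 17 means of Tnp2, Prm2 and Prm1 under another scaling, and all 27 of these genes without one mouse, did not. The mean normalized counts of Prm3 were not computed under other settings. Tests on cell type lists and on transcripts of sperm proteins gave no value under any setting, and Tnp1 was not analysed here.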

Differences from the paper's values

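The paper reports 36 differentially higher and 42 differentially lower expressed genes in Prm2+/Δc testes, against 5 and 8 here with edgeR, and 26 higher and 43 lower in Prm2-/Δc testes, against 0 and 1 here. For the 0 higher genes, 272 loci were higher at an unadjusted p-value under 0.05 in edgeR. Higher and lower loci together were 3.2% of those tested, under the share of 0.05 that arises on average without any difference. The 272 are therefore no sign of differences just short of the threshold. Of the alternatives set before the data were examined, DESeq2 with fitted fold changes came within 1.5 times of all 4 of the paper's counts (37, 46, 24 and 45). DESeq2 with apeglm shrinkage did so for 3 of them (36, 24 and 29) but not for the lower genes in Prm2+/Δc (23). None of the other alternatives did so for any of the 4. DESeq2 with ashr shrinkage, chosen after seeing the values, gave 36, 42, 24 and 43, and all 78 and 67 of its calls are in S1 Data's lists of 78 and 69 genes with the same direction.

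S1 Data of the paper lists 5 higher and 4 lower genes shared by both genotypes, against 0 and 0 here. DESeq2 gave 5 and 5, and DESeq2 with apeglm shrinkage gave 5 and 4. Without Prm2-/Δc replicate 3, 3 lower genes were shared in edgeR. The other alternatives set before the data were examined did not come within 1.5 times, and ashr shrinkage, chosen after seeing the values, gave 5 and 4. DESeq2 with fitted fold changes called 78 of the 78 genes S1 Data lists for Prm2+/Δc and 67 of the 69 it lists for Prm2-/Δc. With all 9 libraries in one fit, 2 higher and 2 lower genes were called in both genotypes. For 14 named genes, 23 log2 fold changes were set beside those of S1 Data. Those of Gm37933 and Gm37493 were entered as lower bounds, which could not be counted as differing, and 0 of the others differed by more than the larger standard error. The fitted values of Gm37933 were 8.667 in Prm2+/Δc and 8.776 in Prm2-/Δc, against 6.810 and 7.185 (standard errors 1.477 and 1.422) in S1 Data. Those of Gm37493 were -8.355 and -8.282, against -6.723 and -6.813 (standard errors 1.58 and 1.488). All but the last differed by more than the larger standard error.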

Other observations

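The tests in this part were chosen after the results had been seen, except the count of loci around Rps20 and Fam110b and the draws for the shared WT libraries, which were planned for the overlap of calls. The number of called genes was set beside other splits of the same 6 libraries. Between Prm2+/Δc and WT, 6 of the 10 splits into 3 and 3 gave at least the 13 genes of the real one in edgeR, and 7 of 10 gave at least 83 in DESeq2. Between Prm2-/Δc and WT these were 8 of 10 for 1 gene in edgeR and 7 of 10 for 69 genes in DESeq2. Between Prm2-/Δc and Prm2+/Δc they were 8 of 10 for 2 genes in edgeR and 2 of 10 for 108 genes in DESeq2. Apart from DESeq2 between Prm2-/Δc and Prm2+/Δc, most splits gave at least as many calls as the genotypes. In these comparisons the number of calls did not set genotype apart from other groupings of the same libraries. With 3 against 3 mice no share under 1 in 10 can occur, so 2 of 10 cannot be told apart from chance either. These counts do not exclude a genotype effect at single genes.

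Counts of both mutant groups were drawn from the mean of each locus over all 9 libraries and tested against the WT libraries. They gave between 55 and 78 DESeq2 calls per comparison over 20 fits. The mean was 67.8, against 83 and 69 in the real comparisons. A part of any real difference from WT stays in these draws. They also held only rows kept by filterByExpr, while the real DESeq2 fits used all rows. The draws therefore cannot tell how many of the DESeq2 calls come from the spread between libraries. The 83 of Prm2+/Δc testes lay above all 20 fits. The same draws gave between 0 and 7 calls in edgeR, with a mean of 0.65, below the 13 of Prm2+/Δc, so that this model of the spread gives fewer than those. Calls overlapped in the draws, since the WT libraries are shared and a part of any difference from WT stays in both drawn groups. In DESeq2 the draws had a mean of 18.7 genes higher in both (from 13 to 24) and 2.2 lower (from 0 to 5). Observed were 5 and 5, so the higher genes lie below every draw, and the draws do not reproduce their overlap. In edgeR the draws had too few calls for an overlap to show.

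With the labels as given, libraries that had no part in choosing the genes were placed on the scale between WT and the mutant group. At the 78 genes S1 Data lists for Prm2+/Δc, the 3 Prm2-/Δc libraries lay on both sides of the midpoint in 67.9%, all on the mutant side in 16.7% and all on the WT side in 15.4%. At the 69 genes listed for Prm2-/Δc, the 3 Prm2+/Δc libraries lay on both sides in 59.4%, all on the mutant side in 11.6% and all on the WT side in 29%. Levels that vary between single libraries, whichever genotype they belong to, could give such shares. Levels of the third genotype that are intermediate would also scatter around the midpoint, so the shares cannot tell these apart. Nor do they exclude a genotype effect at the genes with all 3 libraries on one side.

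Many abundant loci had a pair of separate levels across the 9 libraries. Of 9897 StringTie loci with a mean over 100 normalized counts, 1151 (11.6%) had a gap of over 2-fold that was wider than the spread on either side of it, with a median gap of 5.18-fold and 205 distinct patterns. Counts drawn with the spread of each locus gave a mean of 177.9 such loci, so a wide but continuous spread is too little. Counting noise as the only cause is argued against by the 8.17% of loci with a mean over 1000 that had this pattern. The share was higher, at 12.9%, for means from 100 to 1000, so a part of counting noise there is not excluded. Low library totals are argued against by the library of fewest counts, WT replicate 1. That library was on the low side in 32.5% of the loci, against a median of 34.4% over libraries. Genotype as a general cause is argued against by the share of loci that parted 3 libraries from the other 6, as a genotype apart from the others would, which was 208 of the 1151 (18.1%) whatever the labels. With the labels as given, 8 of the 208 parted one genotype from the other 6 libraries, where 7.43 are given by chance (two-sided exact binomial test, p = 0.71). With the labels of WT replicate 3 and Prm2-/Δc replicate 3 exchanged, 34 would do so, of which 31 would set Prm2-/Δc apart. A genotype effect at these 31 loci therefore cannot be told apart from a property that these libraries share, because no value shows whether the labels were exchanged. Inherited chromosome blocks that hold several of these loci would divide the libraries the same way at each of them, even if a block leaves the loci between them unchanged. Of 725 pairs of consecutive such loci within 20 loci of each other, 15 (2.07%, 95% Clopper-Pearson interval from 1.16% to 3.39%) had the same division, against a mean of 3.07% when the loci were shuffled. This argues against such blocks as a general cause, and leaves open differences in the sequence around single loci. Reads moved to the neighbouring locus, which would make neighbours go apart, are argued against by the share of neighbouring loci with a correlation under -0.8, which was 0.821% of 975 pairs against 0.886% of 11508 random pairs. How the authors' assembly divided transcripts among loci and differences between single mice remain open and were not tested.

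The reads of Gm37933 and Gm37493 followed genotype in all 9 libraries. Gm37493 had from 19 to 45 counts in the WT libraries and 0 in the mutant ones, and Gm37933 had 0 in the WT libraries and from 42 to 75 in the mutant ones. The genes overlap on opposite strands, and the log2 ratio of their summed normalized counts against WT was 0.32 in Prm2+/Δc and 0.49 in Prm2-/Δc testes (exact permutation tests, p = 0.4 and 0.3, where 0.1 is the smallest possible). A candidate explanation is that reads of one transcribed region were assigned to either gene, which the similar sums allow. Why the assignment followed genotype was not tested, and a sequence difference in this region between the WT mice and the Prm2Δc line stays open.

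Rps20 and Fam110b, which were lower in all 6 mutant libraries, are both at the start of chromosome 4, from 3831334 to 3835665 and from 5644090 to 6108223. A chromosome block that differs between the WT and the mutant mice might lower both. Among 26 other loci between and within 20 loci of them with a mean over 10 counts, 1 (3.85%) had all WT libraries apart from all mutant libraries, against 2.17% of all 16092 such loci and 2.38% by chance. With so few loci, and since a block need not change every gene in it, a block and 2 separate differences cannot be told apart.

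The split of the WT and Prm2-/Δc libraries with the most calls was not the genotype. Setting WT replicates 1 and 2 and Prm2-/Δc replicate 3 against WT replicate 3 and Prm2-/Δc replicates 1 and 2 gave 85 called genes in edgeR and 618 in DESeq2, against 1 and 69 for the genotypes. The same 3 libraries, WT replicate 3 and Prm2-/Δc replicates 1 and 2, were also the 3 most often set apart from the other 6, at 31 loci against 8 for the next. Exchanged labels of WT replicate 3 and Prm2-/Δc replicate 3 could give such a split. At 109 loci with a gap of over 2-fold between both sides, the Prm2+/Δc libraries lay on both sides in 50.5%. All 3 lay on the side of WT replicate 1 at 47 of these loci and on the side of WT replicate 3 at 7. This uneven division would arise from exchanged labels if Prm2+/Δc testes resemble WT testes at these loci, or from a batch shared by the Prm2+/Δc libraries and WT replicate 1. Other genes follow the labels of WT replicate 3 and Prm2-/Δc replicate 3, with 5.74 and 136 normalized counts at Pcgf5, 176 and 9.78 at Fam110b, 19756 and 6067 at Rps20 and 1365 and 21.7 at Rpa1, and with 0 and 63 counts at Gm37933 and 45 and 0 at Gm37493. These go against an exchange, but the genes were selected by comparing the groups as labelled, so they do not exclude it. No value in the table reads the deleted bases, and Prm2+/Δc levels intermediate between both sides would also scatter around the midpoint, so exchanged labels and a shared property of these libraries, such as a batch, cannot be told apart. The sample labels and the paper name no batch.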
